# Directional guidance to orient Schwann cell alignment in nerve regeneration requires Plexin-B1

**DOI:** 10.1126/sciadv.adw4136

**Published:** 2026-04-24

**Authors:** Jiaxi Li, Haofei Ni, Dalia Halawani, Molly Estill, Aarthi Ramakrishnan, Chrystian Junqueira Alves, Li Shen, Xijing He, Roland H. Friedel, Hongyan Zou

## Abstract

Directional cues are essential for orienting cells during tissue morphogenesis and repair. In peripheral nerve regeneration, Schwann cells (SCs) align longitudinally in the nerve bridge to guide axonal pathfinding, but the mechanisms are not fully understood. We show here that after nerve injury, activated SCs up-regulate the guidance receptor Plexin-B1, enabling membrane plasticity required for SC polarization and longitudinal alignment along the axons. Aligned axon-SC provides positional cues to orient macrophages and extracellular matrix. Loss of Plexin-B1 disrupts SC morphological transformation, contact inhibition of locomotion between SCs, and axon-SC alignment, leading to SC misorientation, excessive inflammation, and delayed axon regeneration and functional recovery. These findings identify Plexin-B1 as a key orchestrator to orient SCs by regulating both SC-SC and axon-SC interactions during nerve repair. Elucidating the mechanisms of spatial guidance in nerve repair after injury has potential implications for therapeutic strategies to enhance neural regeneration.

## INTRODUCTION

Peripheral nerve injury represents a major clinical challenge. Current approaches to promoting nerve repair, including microsurgical reapproximation, autologous nerve grafting, implantation of bioengineered scaffolds, and cell transplantation all face limitations (*1*–*3*). Thus, a deeper understanding of the cellular and molecular mechanisms of nerve repair is needed to develop more effective therapeutic interventions.

Following nerve transection injury, a gap is formed between the two retracting nerve stumps. This gap is quickly filled through glial cell infiltration and deposition of extracellular matrix (ECM), generating connecting tissue termed nerve bridge (*1*, *4*, *5*). The nerve bridge is first populated by fibroblasts and immune cells (*6*, *7*), with important roles in orchestrating neovascularization (*8*). In the proximal and distal nerve stumps, Schwann cells (SCs), which normally ensheath axons, undergo dedifferentiation upon loss of axonal contact and acquire an activated repair phenotype (*9*, *10*). Activated SCs migrate into the nerve bridge in characteristic chain-like patterns, functioning as scaffolds to guide regenerating axons across the bridge (*11*–*13*). In the distal nerve stump, severed axons undergo Wallerian degeneration, while SCs form bands of Büngner serving as substrate for the regenerating axons (*14*–*16*).

Recent investigations have unveiled molecular mechanisms governing the directed migration of SCs upon nerve injury. These include the identification of CCL3 as a macrophage-derived chemotactic factor that guides SCs into the nerve bridge (*17*). In addition, repulsive axon guidance molecules of the Slit/Robo families have been shown to orchestrate SC collective migration via contact inhibition of locomotion (CIL) (*18*). Our own work on semaphorin/plexin axon guidance molecules has revealed that after nerve injury, macrophages robustly up-regulate Plexin-B2, which mediates CIL with axons to direct macrophage alignment within the nerve bridge (*19*).

Plexins and semaphorins are receptor/ligand pairs that control not only axonal wiring in neurodevelopment but also cell migration and other cellular interactions in both development and adult physiology (*20*–*24*). Mammalian genomes contain three Plexin-Bs (B1 to B3), which are activated by class 4 semaphorins, a family of six members expressed in diverse cell types (*25*). Our recent study demonstrated that under pathological conditions, Plexin-Bs are reengaged by glial cells to mediate cell movement and spatial organization in response to traumatic injury (*19*, *26*, *27*), neurodegeneration (*28*), and glioblastoma invasion (*29*). Since the directed migration of SCs out of transected nerve stumps resembles collective cell migration in neurodevelopment, we wondered whether Plexins might be involved in directing SCs to build regenerative tracks after nerve injury. Of note, Sema4F expression in SCs has been reported as a key mediator of SC-axon contacts to suppress SC proliferation in the context of neurofibromatosis (*30*).

Here, we reveal an up-regulation of Plexin-B1 in SCs following sciatic nerve injury. Through integration of culture assays, transcriptomics, live-cell imaging, and in vivo nerve regeneration studies, we show that Plexin-B1–mediated CIL between SCs and alignment with axons is essential mechanisms to orient SCs during nerve regeneration. The aligned SC cords in the nerve bridge, in turn, provide positional guidance for macrophages, ECM, and neovasculature, ensuring axon pathfinding along the original nerve axis. Notably, the cellular disarray in the nerve bridge caused by Plexin-B1 deletion is also associated with increased inflammation, further impeding tissue repair and functional recovery.

## RESULTS

### Plexin-B1 is up-regulated in SCs in response to nerve injury

To investigate the role of Plexin-B1 in peripheral nerve repair, we first assessed its expression dynamics using the injured sciatic nerve atlas (iSNAT), a single-cell RNA sequencing (RNA-seq) database of sciatic nerve at baseline and 1, 4, and 7 days postinjury (dpi) (*31*). In the uninjured nerve, *Plxnb1* was primarily expressed in SC; following sciatic nerve crush injury, *Plxnb1* expression was markedly up-regulated in SCs, as well as in pericytes (PCs) and vascular smooth muscle cells (vSMCs) (Fig. 1, A and B, and fig. S1A). Time course analysis showed a robust *Plxnb1* up-regulation in SCs at 3 and 7 dpi (Fig. 1B). We also surveyed the expression of *Sema4* genes, the canonical ligands for Plexin-B1. This revealed wide expression in diverse cell types in the injured nerve, including immune cells (mainly *Sema4a*, *Sema4b*, and *Sema4d*) and SCs themselves (mainly *Sema4c*, *Sema4f*, and *Sema4g*), thus facilitating potential SC interactions via Plexin-B1 (fig. S1B).

**Fig. 1.**
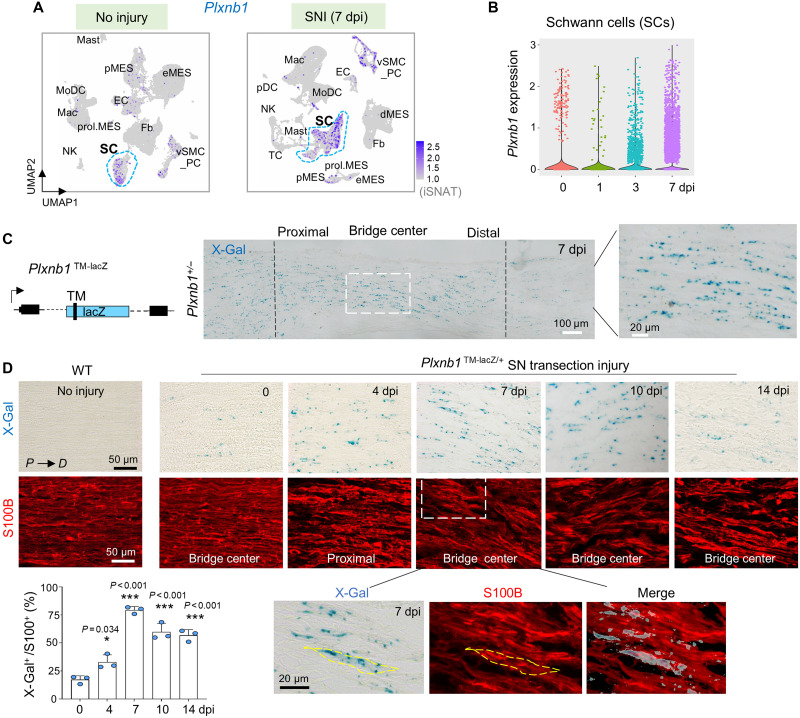
Plexin-B1 is up-regulated in SCs after sciatic nerve injury. (**A**) Uniform Manifold Approximation and Projection (UMAP) embedding of single-cell transcriptomes from noninjured and injured at 7 days posttransection injury (7 dpi) sciatic nerves, based on iSNAT platform data (*31*), showing induction of *Plxnb1* expression in SCs after injury. Expression is also detectable in vSMCs/PCs (vSMC_PC). NK, natural killer. (**B**) Violin plot illustrates *Plxnb1* up-regulation in SCs from 1 to 7 dpi after sciatic nerve injury. (**C**) Left: Schematic of *Plxnb1* transmembrane domain-lacZ reporter cassette (TM-lacZ) knockin. Right: X-galactosidase (X-Gal) staining of sagittal sciatic nerve section at 7 dpi shows expression of *Plxnb1*-lacZ at lesion center. (**D**) X-Gal staining combined with S100B immunostaining on sagittal sciatic nerve sections at 0 to 14 dpi. Note that the TM-lacZ reporter produces a punctate X-Gal staining pattern due aggregate formation. Bottom left: Quantification of fraction of X-Gal^+^ cells among S100B^+^ SCs. Data are means ± SEM; *n* = 3 mice per time point. One-way ANOVA with Dunnett’s multiple comparisons test. *P < 0.05 and ***P < 0.001. Mast, mast cells; eMES, endoneurial mesenchymal cells; pMES, perineurial mesenchymal cells; MoDC, monocyte-derived dendritic cells; EC, endothelial cells; Mac, macrophages; prol.MES, proliferating mesenchymal cells; Fb, fibroblasts; pDC, plasmacytoid dendritic cells; dMES, differentiating mesenchymal cells; TC, T cells.

As suitable antibodies for Plexin-B1 immunostaining in mouse tissue are currently unavailable, we utilized our *Plxnb1* knockout (KO) allele harboring a *lacZ* reporter cassette (*32*) (Fig. 1C). X-galactosidase (X-Gal) staining of sciatic nerve sections revealed expression of *Plxnb1-lacZ* in the nerve bridge at 7 dpi after transection injury (Fig. 1C). Time-course analysis further demonstrated a progressive increase in *Plxnb1-lacZ* expression from 4 to 14 dpi, with peak levels at 7 dpi (Fig. 1D). This expression pattern colocalized with immunofluorescence (IF) for SC marker S100B (Fig. 1D) (*33*). Together, these findings demonstrate that Plexin-B1 is induced in SCs following nerve injury.

### Plexin-B1 deletion disrupts SC migration and longitudinal alignment in the nerve bridge

To elucidate the role of Plexin-B1 in nerve repair, we compared *Plxnb1*^−/−^ mice and littermate controls after sciatic nerve transection. Mice of both genotypes formed a nerve bridge spanning the lesion gap (fig. S1C). We isolated primary SCs from *Plxnb1*^−/−^ and control mice and conducted IF for SC markers S100B, p75^NTR^, glial fibrillary acidic protein (GFAP), and Sox10 [transcription factor essential for SC development (*34*)] to confirm SC identity and purity of our cultures (fig. S2A). Loss of Plexin-B1 did not alter SC proliferation, as measured by IF for Ki67, nor did it affect induction of c-Jun, a transcription factor critical for SC dedifferentiation (*35*), either in vitro (fig. S2, B and C) or in vivo after sciatic nerve injury (fig. S2, D to F). There was also no significant increase in apoptosis at the injury site in *Plxnb1*^−/−^ mice, as indicated by IF for activated caspase-3 (fig. S2G). We next examined SC motility by live-cell imaging of SC cultures, which revealed reduced motility of *Plxnb1^−/−^* SCs compared to wild-type (WT) cells (fig. S3A); *Plxnb1^−/−^* SCs also showed a modest delay of wound closure in scratch wound assays (fig. S3B), likely reflecting a combined effect of lowered migration capacity and altered directionality or SC-SC interactions.

We then assessed SC migration and spatial organization within the nerve bridge by X-Gal staining and IF for S100B. As shown in Fig. 1C, by 7 dpi, SCs in control mice had migrated from both proximal and distal nerve stumps and made contact at nerve bridge center, but SCs in *Plxnb1^−/−^* mice exhibited delayed migration and had not yet made contact in the bridge center (Fig. 2, A and B). Quantifications also revealed a greater number of SCs entering from the proximal nerve stump than from distal stump, similar to previous reports (*5*, *8*). This may reflect a stabilization effect of axonal contacts for SC cords in the proximal bridge.

**Fig. 2.**
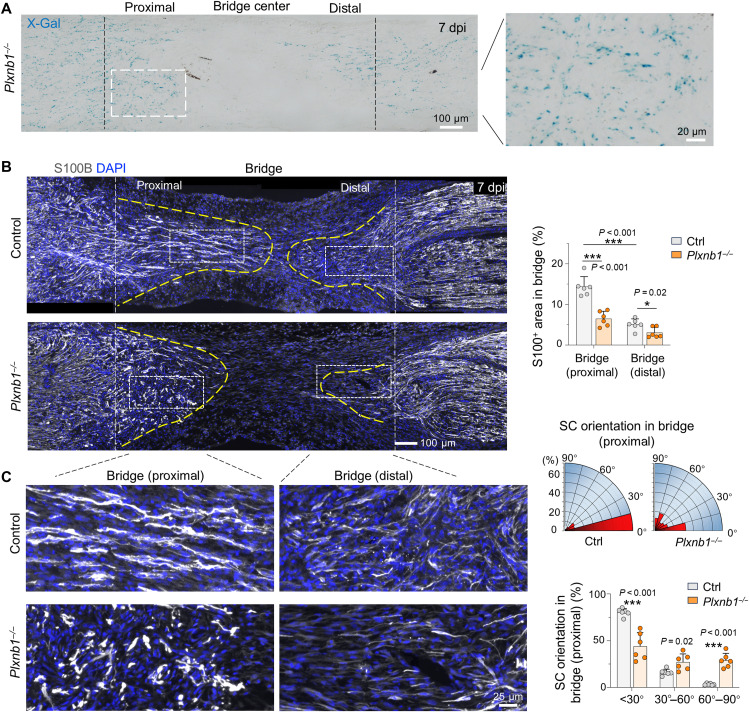
Plexin-B1 deletion disrupts SC alignment in the nerve bridge. (**A**) X-Gal staining of sagittal nerve sections at 7 dpi shows delayed entry of *Plxnb1*-lacZ–positive SCs into the nerve bridge (compare with control condition in Fig. 1C). Boxed area shown at higher magnification to the right. (**B**) Sagittal sections immunostained for S100B reveal reduced SC migration in *Plxnb1*^−/−^ nerves at 7 dpi (*n* = 6 control, *n* = 6 KO; unpaired two-tailed *t* test). *P < 0.05 and ***P < 0.001. (**C**) Zoomed in images from (B) illustrate fusiform, longitudinally aligned SCs in controls, in contrast to stellate, randomly oriented cells in *Plxnb1*^−/−^ mice. Wind rose plots (top right) and corresponding bar graphs (bottom right) show quantification of SC alignment in proximal bridge area relative to the main axis of the nerve. Data are means ± SEM (*n* = 6 control, *n* = 6 KO; unpaired two-tailed *t* test). ***P < 0.001.

Moreover, *Plxnb1^−/−^* SCs displayed notable defects in alignment and morphology. While control SCs adopted elongated, fusiform morphologies with longitudinal alignment along the nerve axis, more prominent in the proximal bridge, *Plxnb1^−/−^* SCs remained amoeboid or stellate in shape and were frequently misaligned, forming clusters in diagonal orientation relative to the nerve axis (Fig. 2C). Notably, SC alignment in the proximal stump (where residual axon tracks are present) or in the distal stump (where bands of Büngner form) was not significantly affected in *Plxnb1^−/−^* mice (fig. S3C). High-magnification images of c-Jun–stained nuclei in the nerve bridge further illustrated SC misalignment and clustering in mutant mice, in contrast to the orderly arrangement of elongated nuclei in control cohorts (see fig. S2E).

### Plexin-B1 mediates CIL between SCs

Given that the in vivo injury analyses revealed impaired migration and spatial disorganization as key phenotypes of Plexin-B1 KO during nerve repair, we next investigated cell-cell interactions through three culture assays. First, we performed three-dimensional dispersion assay by seeding aggregated SCs onto laminin-coated dishes, and cell detachment and migration were examined over time (Fig. 3A). At 42 hours postseeding, control SCs had initiated detachment from aggregates and migrated away from center. In contrast, *Plxnb1^−/−^* SCs remained tightly clustered, resulting in high cell density at aggregate core and limited dispersion at periphery (Fig. 3A). This phenotype recapitulates the migration and clustering defects observed in vivo within the nerve bridge. Substrate coating with Sema4D significantly promoted SC dispersion of control but not *Plxnb1^−/−^* cells, illustrating a Sema4D/Plexin-B1–dependent effect (Fig. 3A). Higher-magnification images revealed Sema4D-induced morphological changes of SCs into spindle-like shape. To further explore cytoskeletal and membrane adhesion changes underlying these behaviors, we examined filamentous (F)–actin structures and N-cadherin localization. Phalloidin staining revealed reduced F-actin in *Plxnb1^−/−^* SCs compared to controls, signifying cytoskeletal alteration (Fig. 3B). Conversely, N-cadherin expression was elevated (Fig. 3B), particularly at SC-SC contact sites, consistent with increased adhesion between *Plxnb1^−/−^* SCs (*18*). The Sema4D-induced spindle morphology was again demonstrated by phalloidin staining in control but not mutant SCs.

**Fig. 3.**
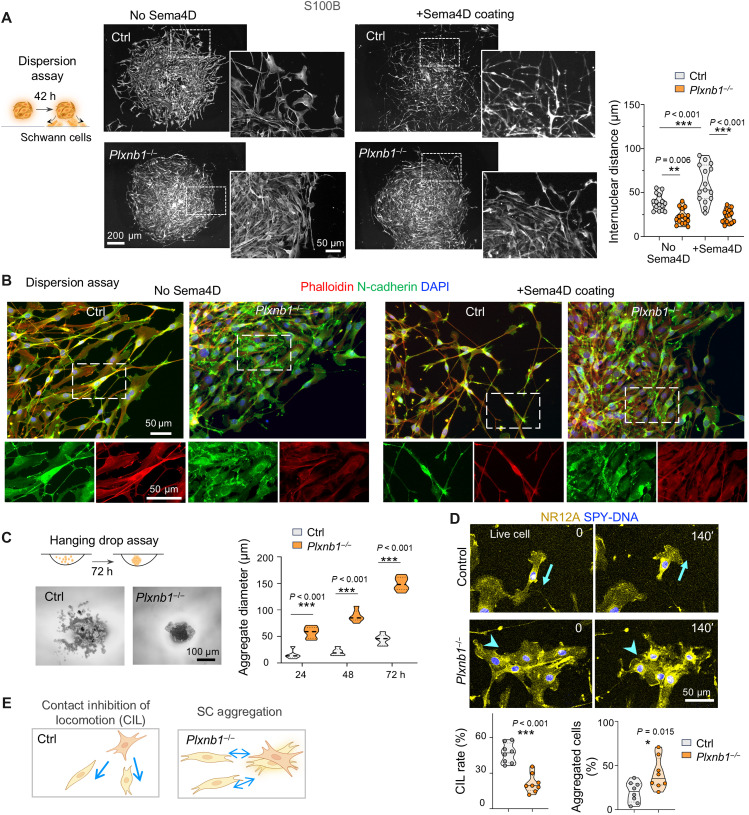
Plexin-B1 loss impairs SC dispersion, motility, and contact inhibition. (**A**) SC sphere dispersion assay showing denser, less dispersed *Plxnb1*^−/−^ spheres at 42 hours (h). Sema4D coating (25 μg/ml) enhanced dispersion of control but not of *Plxnb1^−/−^* SC spheres. Quantification shows internuclear distances (violin plots, median and quartiles; *n* = 15 fields from three cultures; one-way ANOVA with Tukey’s test). **P < 0.01, and ***P < 0.001. (**B**) *Plxnb1^−/−^* SCs displayed reduced F-actin (phalloidin) but increased N-cadherin staining. Sema4D coating alters cytoskeletal organization of dispersing SCs in control but not under *Plxnb1*^−/−^ condition. (**C**) Hanging drop assay showing faster aggregation of *Plxnb1*^−/−^ SCs. Quantifications of growth of aggregates over time shown to the right (*n* = 6 drops per group; two-way ANOVA with Sidak’s test versus control). ***P < 0.001. (**D**) Live-cell imaging of SC collision highlights higher rates of CIL in control SCs than in *Plxnb1*^−/−^ SCs, which tended to form clusters (*n* = 8 fields from two cultures; unpaired two-tailed *t* test). Arrows denote movement direction of control cells, and arrowheads denote aggregation of mutant SCs. (**E**) Schematics of CIL and aggregation behaviors between SCs. Figures in (A), (C), and (E) were created in BioRender [J. Li (2025), https://BioRender.com/m19u012]. *P < 0.05 and ***P < 0.001.

Second, to further assess cell-cell adhesion, we cultured SCs at high density in hanging drops and monitored aggregation rates over 72 hours. Compared to controls, *Plxnb1^−/−^* SCs formed larger aggregates, and, correspondingly, the number of aggregates was reduced by 48 and 72 hours, indicating enhanced cell-cell adhesiveness (Fig. 3C and fig. S3D).

Third, we used live-cell imaging to directly visualize cell-cell contact behavior. SCs were labeled with membrane dye NR12A and nuclear dye SPY650-DNA and imaged during collisions (Fig. 3D). Control SCs frequently exhibited CIL, a phenomenon where cells halt migration upon collision, repolarize, and then migrate away from each other within minutes (*36*) (movie S1). In contrast, *Plxnb1^−/−^* SCs tended to cluster together upon contact rather than repel each other (Fig. 3D and movie S2). Together, these findings demonstrate that Plexin-B1 regulates multiple aspects of SC behavior, including motility, dispersion, cell-cell adhesion, and CIL (Fig. 3E).

### Membrane remodeling in SCs requires Plexin-B1

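The data are bulk RNA-seq of primary Schwann cells (SCs) grown from dorsal root ganglia of adult mice, with 3 WT and 3 *Plxnb1-/-* cultures. Messenger RNA was selected by its poly(A) tail, and the library kit keeps the strand. The authors aligned the reads to the mouse genome with Bowtie2, an aligner that does not span introns, removed duplicate reads, and counted the reads on the exons of each gene with FeatureCounts. The deposited values are these counts, without normalization, and FPKM values computed from them. The paper's text does not name the strand setting of the counting or the sex of the mice. The total count was 63883476, 59252048, and 70967747 in WT replicates 1, 2, and 3, with a median of 63883476. It was 77280964, 72461964, and 69385956 in *Plxnb1-/-* replicates 1, 2, and 3, with a median of 72461964. At this depth, 3 counts correspond to between 0.0388 and 0.0506 CPM (counts scaled to the size of the library), a floor that covers counting error only. The 10 genes with the most counts took between 4.41% and 5.58% of a library. The table lists 55401 genes by Ensembl identifier, of which 55141 were matched to the GRCm38 annotation of GENCODE used here for symbols and positions. The paper's methods exclude genes with too few reads in too few samples, which was read here as a minimum of 2 counts in at least 5 of the 6 samples and left 22318 genes. Counts were normalized by the TMM method, and genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted p below 0.05 and an absolute log2 fold change above 0.25, the cutoffs of the paper. The paper's methods name DESeq2, which was run on the same genes as an alternative. Counts were also simulated with the means and depths of these libraries. In them edgeR called 98 of 100 genes changed by 1 log2 unit and 73 of 100 changed by 0.5 log2 units. It also called 13 unchanged genes. The changed genes had a mean above 1 CPM, and the counts of each gene were drawn independently. Differences that a culture shares across genes were not simulated, so these shares do not measure the power in the real cultures. Among the FPKM values, the length that fits each value was the full span of the gene, introns included, in at least 99.3% of the genes compared, so FPKM values compare a gene between samples but not genes of different structure. Each culture is 1 replicate, and errors are SDs over the 3 cultures of a genotype unless stated otherwise.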

To uncover the mechanisms underlying the aberrant behavior of *Plxnb1^−/−^* SCs, we profiled transcriptomics of cultured SCs by RNA-seq. 

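Principal components were computed from log2 CPM of the 22318 tested genes, centered per gene. PC1 held 30.0% of the variance and PC2 20.8%. The PC1 scores of the WT cultures were −3.58, −47.4, and −7.52 for replicates 1, 2, and 3, and those of the *Plxnb1-/-* cultures were 10.3, 14.2, and 34.0. Every *Plxnb1-/-* culture therefore scored above every WT culture, and the gap between the nearest cultures of the genotypes was 17.1% of the whole range of scores. An exact two-sided permutation test of the difference in mean PC1 score gave p = 0.1, the smallest value that 3 cultures against 3 allow. The spread within a genotype was larger than this gap, since WT replicate 2 lay far from the other WT cultures and *Plxnb1-/-* replicate 3 far from the other *Plxnb1-/-* cultures. PC2 did not follow the genotype, with WT replicate 1 at 39.1 and *Plxnb1-/-* replicate 3 at −24.8. The share of PC1 moved most with DESeq2's variance stabilizing transformation, to 50.2%, and the genotypes stayed apart there too.

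**Figure D1:**
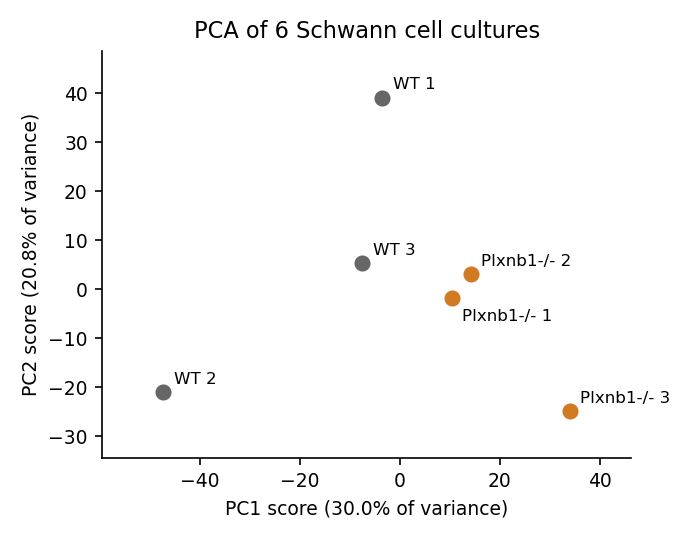
Scores of the 3 WT and 3 *Plxnb1-/-* cultures on PC1 (30.0% of the variance, horizontal axis) and PC2 (20.8%, vertical axis), 1 point per culture. The *Plxnb1-/-* cultures lie at 10.3 and above on PC1 and the WT cultures at −3.58 and below.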

Principal components analysis (PCA) showed clear segregation of WT and *Plxnb1^−/−^* SC samples along PC1, indicating distinct transcriptional changes (Fig. 4A). 

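*Plxnb1* lies on the plus strand of chromosome 9 of GRCm38 from 109095389 to 109119917. It measured 61.8, 45.4, and 96.4 CPM in WT replicates 1, 2, and 3 and 13.1, 16.6, and 18.6 CPM in *Plxnb1-/-* replicates 1, 2, and 3, so that every *Plxnb1-/-* culture was lower than every WT culture. Its log2 fold change was −2.08 (standard error 0.25, adjusted p = 0.0449 from edgeR's quasi-likelihood test), and it stayed between −2.30 and −1.74 with each culture left out in turn. Its exons overlap a gene on the opposite strand, Gm7628. In all, edgeR's quasi-likelihood test called 8 genes, of which 1 was higher and 7 were lower in *Plxnb1-/-* SCs, and 3063 genes had an unadjusted p below 0.05. DESeq2, the alternative that moved this number most, called 335 genes, 154 higher and 181 lower. Of all tested genes, 19.7% had WT and *Plxnb1-/-* values that did not overlap, where chance gives 10%.

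The largest falls were those of Gm6344 (log2 fold change −4.37, adjusted p = 6.46e-05), Rpl29 (−3.83, adjusted p = 3.34e-05), Gm5561 (−2.84, adjusted p = 0.00572), and Gm10709 (−2.81, adjusted p = 3.67e-04), all from edgeR's quasi-likelihood test. Rpl29 encodes a ribosomal protein, and the others are copies of its sequence elsewhere in the genome that match it at 98.3% identity or more, so that the counts of these genes are not independent of each other. *Nmnat3* followed with −1.65 (adjusted p = 0.0262 from edgeR), and the only rise was that of *Hyal1*, 0.61 (adjusted p = 0.0262 from edgeR). The exons of *Hyal1* overlap those of *Hyal3* and *Naa80* on the same strand. No culture overlapped between genotypes for any of the 8 genes. On chromosome 9, *Hyal1* starts at 107576927, Rpl29 at 106429454, *Nmnat3* at 98287435, and Gm10709 at 7751725. Apart from *Plxnb1*, 3 of the 7 called genes (42.9%) lie within 10 Mb of it, against 1.21% of the 22279 tested genes with a known position (two-sided Fisher's exact test, p = 5.88e-05). Of the DESeq2 calls, 21 of 334 (6.29%) lie there (Fisher's exact test, p = 8.49e-10). With DESeq2, the adjusted p of *Plxnb1* was 2.74e-06.

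**Figure D2:**
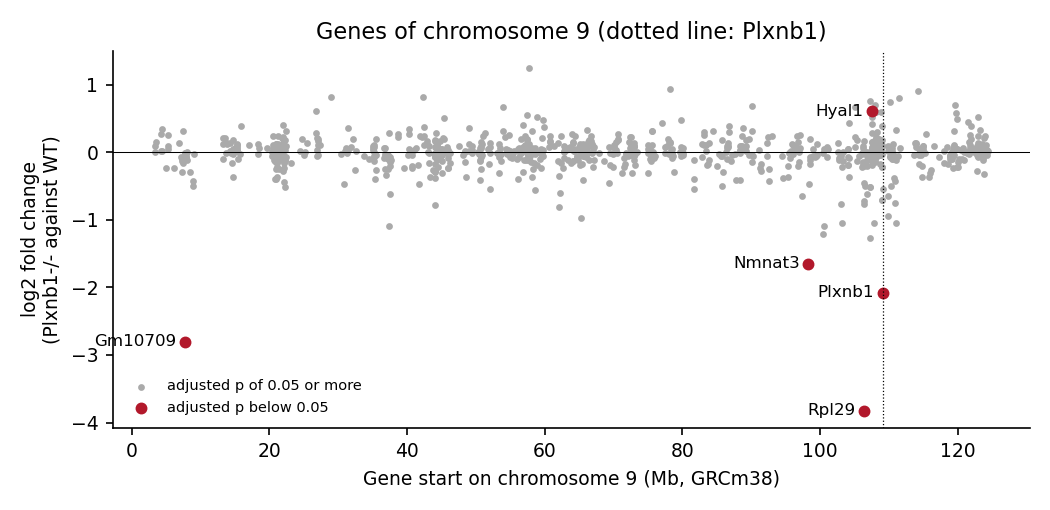
log2 fold change (*Plxnb1-/-* against WT, vertical axis) of tested genes of chromosome 9 with a mean of at least 0.5 CPM in either genotype, by gene start in Mb (horizontal axis). Red points are genes with an adjusted p below 0.05 from edgeR, gray points all others, and the dotted line marks *Plxnb1*. Another called gene of the chromosome is not drawn. Of the 5 red points, *Plxnb1*, *Hyal1*, and Rpl29 lie within 10 Mb of each other, *Nmnat3* lies 10.7 Mb from *Plxnb1*, and Gm10709 lies at the other end of the chromosome.

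From the genes it calls with DESeq2, the paper goes on to the biological processes these genes belong to.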

Differential gene expression analysis revealed 173 up-regulated and 197 down-regulated genes in *Plxnb1^−/−^* SCs (adjusted *P* < 0.05, |log_2_ fold change| > 0.25), with *Plxnb1* itself among the most significantly down-regulated targets (Fig. 4, B to D, and table S1).

**Fig. 4.**
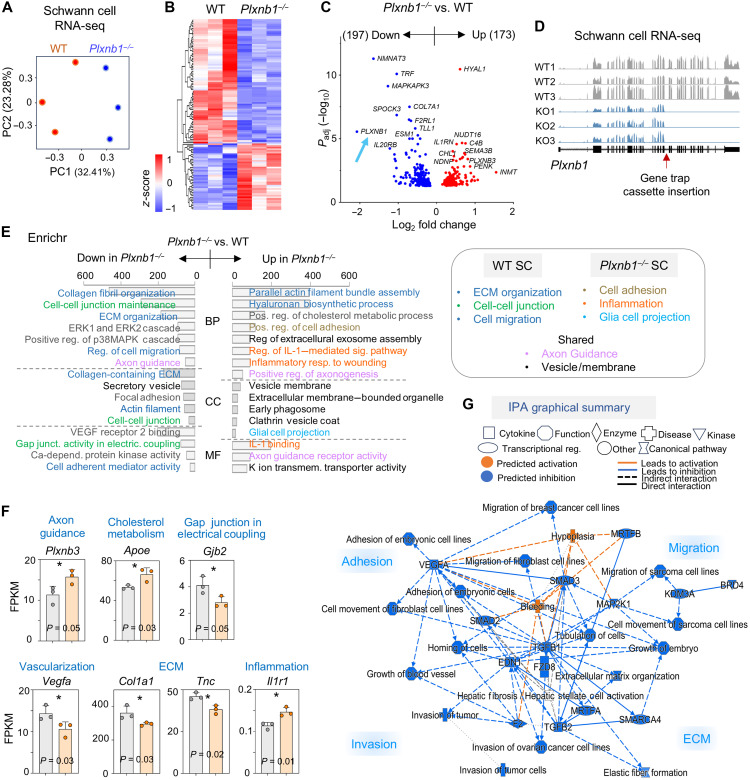
Transcriptomic profiling of *Plxnb1*^−/−^ SCs reveals alterations in membrane, cytoskeletal, and inflammatory gene programs. (**A**) PCA of RNA-seq data shows distinct clustering of WT and *Plxnb1*^−/−^ SC samples. (**B**) Heatmap of differentially expressed genes (DEGs)s from triplicate RNA-seq samples, hierarchically clustered. (**C**) Volcano plot of DEGs of *Plxnb1*^−/−^ versus WT SCs. (**D**) RNA-seq tracks confirm loss of expression of exons downstream of the trap cassette insertion in *Plxnb1*^−/−^ SCs (arrow). (**E**) Enriched up- and down-regulated Gene Ontology terms with color-coded functional themes. Summary to the right. BP, biological process; CC, cellular component; MF, molecular function; ERK, extracellular signal–regulated kinase; MAPK, mitogen-activated protein kinase; VEGF, vascular endothelial growth factor. (**F**) Expression of selected DEGs (FPKM, fragments per kb transcript per million reads; means ± SEM; *n* = 3 per genotype). *P < 0.05. (**G**) Ingenuity Pathway Analysis (IPA) graphical summary of altered pathways in *Plxnb1*^−/−^ versus WT SCs. MAP2K1, MAPK kinase 1; TGFB1, transforming growth factor–β1; MRTFB, myocardin-related transcription factor B; KDM3A, lysine demethylase 3A; BRD4, bromodomain containing 4; EDN1, endothelin 1; FZD8, frizzled class receptor 8; SMARCA4, SWI/SNF related, matrix associated, actin dependent regulator of chromatin, subfamily a, member 4.

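The volcano plot of Fig. 4C names 20 genes. In edgeR's fit, 10 were higher and 10 lower in *Plxnb1-/-* SCs, and none had cultures that overlapped between genotypes. Their log2 fold changes ran from 0.42 to 1.54 upward and from −0.56 to −2.08 downward, with *Inmt* as the largest rise and *Plxnb1* as the largest fall. The 3 genes *Plxnb1*, *Nmnat3*, and *Hyal1* passed edgeR's adjusted p cutoff, and the lowest adjusted p among the other genes of the list was 0.0701, that of *Spock3*. Under DESeq2, 19 of the 20 passed, and *Inmt* had no adjusted p because DESeq2's filter on low means leaves it out. Of the 20 genes, 9 lie on chromosome 9, and 8 of these, *Plxnb1* included, lie within 10 Mb of *Plxnb1*. *Col7a1*, 0.111 Mb from *Plxnb1*, measured 257 ± 14.2 CPM in WT and 157 ± 26.2 CPM in *Plxnb1-/-* SCs (SD, n = 3), a log2 fold change of −0.71 (adjusted p = 0.113 from edgeR). *Trf*, 5.87 Mb away, measured 78.5 ± 18.4 CPM in WT and 38.1 ± 2.09 CPM in *Plxnb1-/-* SCs (SD, n = 3), a log2 fold change of −1.04 (adjusted p = 0.113 from edgeR). Fig. 4D draws reads along the exons of *Plxnb1*, and only the sum over its exons was analysed here.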

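For the 7 genes of Fig. 4F, the deposited FPKM values moved in the direction the figure shows, and no culture of one genotype overlapped the other. An exact two-sided permutation test on log2(FPKM + 0.1) gave p = 0.1 for each, the smallest value that 3 against 3 allows. *Plxnb3* measured 11.4 ± 2.13 FPKM in WT and 15.8 ± 1.71 FPKM in *Plxnb1-/-* SCs (SD, n = 3). *Apoe* measured 54.3 ± 2.15 FPKM in WT and 67.6 ± 6.76 FPKM in *Plxnb1-/-* SCs, and *Il1r1* 0.113 ± 0.00737 FPKM in WT and 0.146 ± 0.0109 FPKM in *Plxnb1-/-* SCs. *Gjb2* measured 4.18 ± 0.668 FPKM in WT and 2.85 ± 0.447 FPKM in *Plxnb1-/-* SCs, and *Vegfa* 13.8 ± 1.81 FPKM in WT and 10.2 ± 1.72 FPKM in *Plxnb1-/-* SCs. *Col1a1* measured 368 ± 42.4 FPKM in WT and 302.0 ± 9.92 FPKM in *Plxnb1-/-* SCs, and *Tnc* 68.5 ± 3.15 FPKM in WT and 56.8 ± 3.81 FPKM in *Plxnb1-/-* SCs. The log2 ratios of these means were 0.48 for *Plxnb3*, 0.37 for *Il1r1*, 0.32 for *Apoe*, −0.27 for *Tnc*, −0.29 for *Col1a1*, −0.43 for *Vegfa*, and −0.55 for *Gjb2*. On the counts, edgeR's adjusted p over all tested genes lay between 0.266 and 0.273 for the 7 genes, and DESeq2's between 0.00410 and 0.0258.

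**Figure D3:**
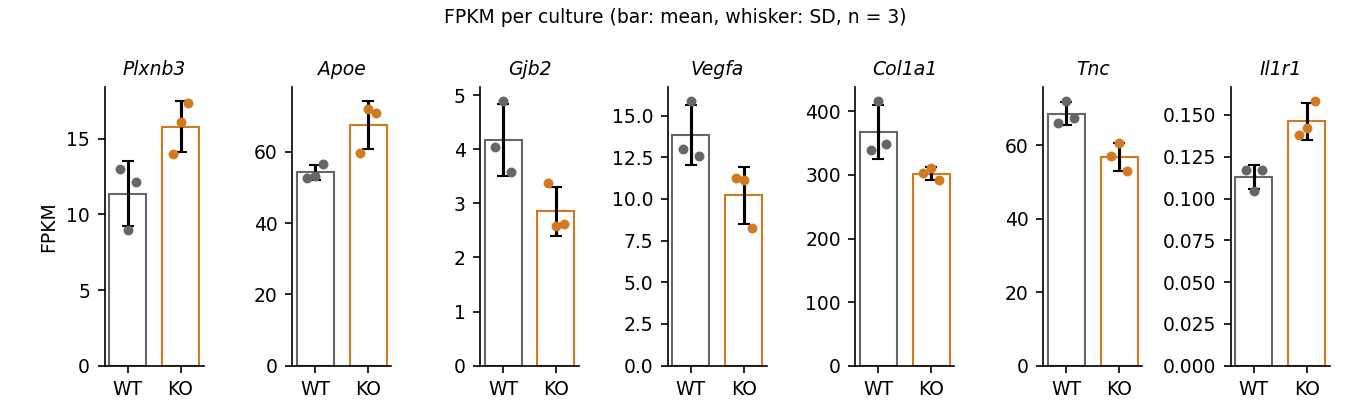
FPKM (vertical axis, from 0) of the 7 genes of Fig. 4F in WT and *Plxnb1-/-* (KO) SCs. Points are the 3 cultures of a genotype, bars their mean and whiskers 1 SD. In each gene the points of the genotypes lie apart.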

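Gene Ontology terms were not analysed here. In their place, 26 gene sets for the themes named in Fig. 4 and for cell types were written before the data were examined, and the 25 with at least 5 tested genes were compared with camera, limma's competitive test, at an inter-gene correlation of 0.01. In all, 13 sets had an adjusted p below 0.05, 4 of them lower and 9 higher in *Plxnb1-/-* SCs. When the inter-gene correlation was estimated for each set instead, 0 sets passed, and the other ways of splitting the 6 cultures into groups of 3 gave between 0 and 10 sets at the fixed correlation. Of the 43 tested collagen genes, 27 were lower and 16 higher (median log2 fold change −0.09, adjusted p = 0.0445 from limma's camera). Of 28 glycoproteins and crosslinkers of the ECM, 19 were lower and 9 higher (median −0.18, adjusted p = 0.0145 from limma's camera), with *Eln* falling most (log2 fold change −1.06). This ECM set also passed in 2 of the 9 other splits, with a p as small as that of the genotypes in each. Of 14 connexin genes, which form gap junctions, 10 were lower and 4 higher (median −0.18, adjusted p = 0.0445 from limma's camera), and the most lowered of them, *Gjb6* and *Gjd3*, stood at 0.0765 CPM and 0.0681 CPM in WT SCs, near the floor of the depth. The 28 contractile actin genes showed the lowest p of all sets, with 26 lower and 2 higher (median −0.21, adjusted p = 6.11e-11 from limma's camera), among them *Actg2* at −0.58, *Enah* at −0.51, and *Tpm2* at −0.46. This set also had an adjusted p below 0.05 in 6 of the 9 other splits. Classical cadherins did not move together (8 higher and 9 lower, adjusted p = 0.701 from limma's camera), nor did laminins (7 higher and 4 lower, adjusted p = 0.369 from limma's camera). No member of these sets was called by edgeR gene by gene, whereas DESeq2 called 6 collagen genes, 9 of the ECM glycoproteins and crosslinkers, 1 connexin, and 7 of the actin genes.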

Gene Ontology enrichment with Enrichr analysis (*37*) revealed that down-regulated genes were associated with axon guidance, cell migration, ECM organization, and membrane-related processes including cell adhesion, gap junction activity, and cell-cell junctions (Fig. 4, E and F). 

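The cholesterol biosynthesis set was higher in *Plxnb1-/-* SCs in all 23 of its genes, by a median log2 fold change of 0.19 (adjusted p = 1.54e-08 from limma's camera). The most raised members were *Lss* (0.31), *Idi1* (0.30), and *Acat2* (0.28), and neither edgeR nor DESeq2 called any gene of this set. It also passed in 6 of the 9 other ways of splitting the cultures. The 21 genes of the clathrin coat and its adaptors did not move together, with 9 higher and 12 lower (median −0.01, adjusted p = 0.434 from limma's camera). For hyaluronan metabolism, 7 of 13 genes were higher and 6 lower (median 0.05, adjusted p = 0.0622 from limma's camera). The most raised of these were *Hyal1* and *Hyal3*, with a log2 fold change of 0.52 for *Hyal3* (adjusted p = 0.266 from edgeR). Their exons overlap each other, and they lie 1.51 Mb from *Plxnb1*. *Cemip*, on chromosome 7, rose by 0.38 (adjusted p = 0.266 from edgeR), and the synthase *Has2* had a log2 fold change of −0.18 (adjusted p = 0.416 from edgeR). Of 14 SC markers, 13 were higher (median 0.20, adjusted p = 1.13e-04 from limma's camera), as were 14 of 15 myelin genes (median 0.27, adjusted p = 3.21e-05 from limma's camera). Among the latter, *Prx* measured 76.2 ± 10.2 CPM in WT and 122 ± 24.9 CPM in *Plxnb1-/-* SCs (SD, n = 3). The SC marker set and the myelin set each also passed in 2 of the 9 other splits. For each of them, 1 other split had a p as small as that of the genotypes. Potassium channel genes did not pass (39 higher and 30 lower, adjusted p = 0.173 from limma's camera).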

The up-regulated genes also featured membrane-related functions such as vesicle membrane, clathrin vesicle coating, and extracellular membrane–bounded organelles, as well as biological processes such as glial cell projection, hyaluronan metabolism (a key ECM component), and cholesterol biosynthesis (Fig. 4, E and F). 

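The 16 genes of IL-1 signaling were split, with 5 higher and 11 lower in *Plxnb1-/-* SCs (median log2 fold change −0.05, adjusted p = 0.790 from limma's camera). The most raised was the receptor antagonist *Il1rn*, which measured 31.8 ± 2.70 CPM in WT and 45.7 ± 4.79 CPM in *Plxnb1-/-* SCs (SD, n = 3), a log2 fold change of 0.53 (standard error 0.09, adjusted p = 0.168 from edgeR). The receptor *Il1r1* followed at 0.36 (adjusted p = 0.266 from edgeR). DESeq2 called both (adjusted p = 2.45e-05 and 0.0152 from DESeq2), and camera gave the direction of the set as up. The ligand *Il1b* stood at 0.123 ± 0.107 CPM in WT and 0.0553 ± 0.0287 CPM in *Plxnb1-/-* SCs, which is near the floor of the depth, so that no difference was detectable. Complement genes were higher in 14 of 18 cases (median 0.17, adjusted p = 0.00755 from limma's camera). The complement set also passed in 1 of the 9 other splits, with a p as small as that of the genotypes. *C4b* rose most, by 0.75 (adjusted p = 0.199 from edgeR), with 10.0 ± 0.391 CPM in WT and 16.9 ± 3.44 CPM in *Plxnb1-/-* SCs.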

*Plxnb1* deletion also up-regulated genes linked to inflammatory responses, including interleukin-1 (IL-1) signaling and wound-induced inflammation.

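Table S2 lists 675 canonical pathways, of which 179 have a p below 0.05 by the paper's values. Of these, 126 carry a z-score, the paper's measure of predicted activation, which is below 0 in 93 and above 0 in 27. Ingenuity's knowledge base was not used here, and the genes that Table S2 lists under a pathway were looked up in edgeR's fit. All 12 genes listed under the first pathway, elastic fibre formation, were tested, with 8 lower and 4 higher in *Plxnb1-/-* SCs (median log2 fold change −0.35). For extracellular matrix organization, 12 of 15 genes were lower (median −0.33), and for the assembly of collagen fibrils 10 of 11 (median −0.41). Under the wound healing signaling pathway, 13 of 17 genes were lower (median −0.40). Axonal guidance signaling, which has no z-score, held 13 lower and 14 higher genes. Because these genes are the paper's calls on the same libraries, their directions describe the lists and are no separate test. Of the genes under these 5 pathways, *Plxnb1*, listed under axonal guidance, was the only one that edgeR called.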

Ingenuity Pathway Analysis (IPA) further supported these findings, highlighting a predominant inactivation of pathways related to cell adhesion, migration, invasion, and ECM remodeling in *Plxnb1^−/−^* SCs, with only two activated categories: hypoplasia and bleeding (Fig. 4G; fig. S4, A and B; and table S2). Notably, axon guidance components were enriched among both up-regulated and down-regulated genes, consistent with Plexin-B1 deletion (Fig. 4E and fig. S4, A to C).

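The families of axon guidance ligands and receptors, taken as semaphorins, plexins, neuropilins, Slits, Robos, netrins and their receptors, and ephrins and Eph receptors, had 66 tested genes. Of these, 39 were higher and 27 lower in *Plxnb1-/-* SCs, with a median log2 fold change of 0.05 (adjusted p = 0.463 from limma's camera), so the families did not move together in either direction. DESeq2 called 8 of them and edgeR 1, *Plxnb1*. *Robo2* measured 39.8 ± 8.86 CPM in WT and 55.3 ± 2.77 CPM in *Plxnb1-/-* SCs (SD, n = 3), a log2 fold change of 0.47 (adjusted p = 0.275 from edgeR). *Sema3b* was higher by 0.42 (adjusted p = 0.199 from edgeR), and it lies 1.49 Mb from *Plxnb1* on chromosome 9.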

Given that the transcriptomic signatures related to membrane remodeling and actin dynamics, we next performed live-cell imaging to validate predicted functions of Plexin-B1 in mediating membrane-associated processes. We conducted dextran uptake assay, a readout for endocytosis, which showed that *Plxnb1^−/−^* SCs exhibited reduced uptake of fluorescently labeled 10-kDa dextran (visible as puncta in endosomes); in addition, many mutant SCs harbored diffuse cytosolic dextran, suggesting membrane instability allowing dextran entry (Fig. 5, A and B).

**Fig. 5.**
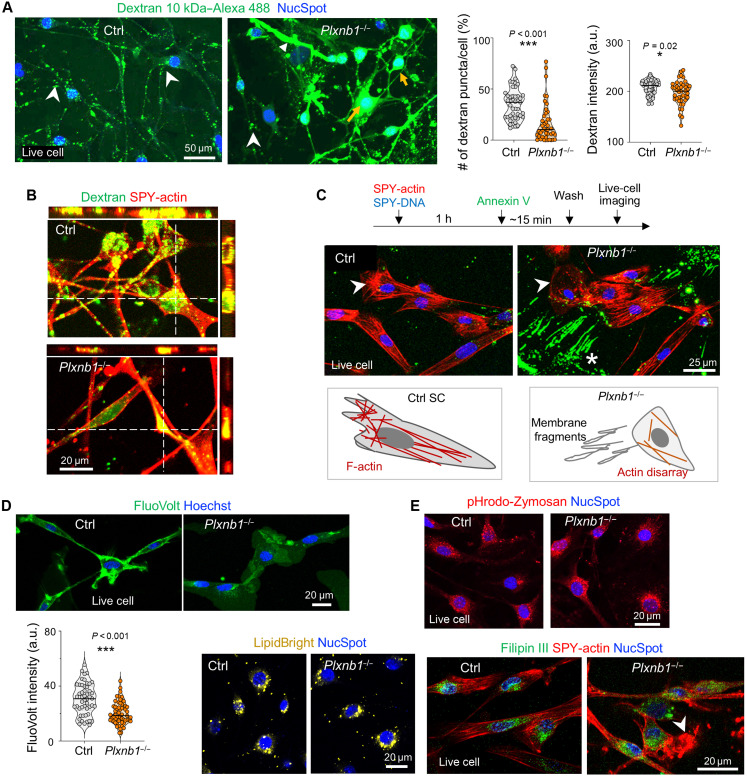
*Plxnb1*^−/−^ SCs display altered membrane properties and cell-cell contact behavior. (**A**) Dextran (10 kDa) uptake assay shows lower levels of endocytic puncta (arrowheads) in *Plxnb1*^−/−^ SCs, but with some cells exhibiting diffuse cytosolic fluorescence (yellow arrows). Quantification in violin plots (median, quartiles; *n* = 45 control and 42 KO cells from three cultures; unpaired two-tailed *t* test). *P < 0.05 and ***P < 0.001. a.u., arbitrary units. (**B**) Confocal images confirm reduced puncta in *Plxnb1*^−/−^ SCs and diffuse dextran labeling in some mutant cells. (**C**) Live-cell imaging reveals annexin V–positive fragments of cell processes (asterisk) and disorganized F-actin (arrowhead) in *Plxnb1*^−/−^ SCs; schematics summarize cytoskeletal defects. (**D**) Live-cell imaging reveals reduced FluoVolt membrane potential signal in *Plxnb1*^−/−^ SCs (violin plots; *n* = 50 control and 57 KO cells from three cultures; unpaired two-tailed *t* test). ***P < 0.001. (**E**) Phagocytosis of pHrodo-Zymosan and lipid staining with LipidBright or Filipin III show comparable patterns between genotypes. Arrowhead indicates disorganized F-actin in mutant SC.

To further investigate membrane integrity, we labeled live cells with annexin V, which binds to externalized phosphatidylserine, a hallmark of membrane damage (*38*). While control SCs showed minimal annexin V labeling, *Plxnb1^−/−^* SCs exhibited numerous annexin-labeled membrane structures, illustrating membrane microrupture or shedding of cell fragments (Fig. 5C).

Since cortical actin regulates plasma membrane dynamics, we used SPY-actin to assess F-actin organization in live cells. In contrast to the prominent stress fibers observed in control SCs, *Plxnb1^−/−^* SCs displayed disorganized F-actin architecture (Fig. 5C), suggesting that cytoskeletal dysregulation may contribute to the impaired membrane dynamics and CIL behavior of mutant SCs.

The dynamics of the plasma membrane can affect local membrane electrical charges (*39*). We therefore conducted live-cell imaging with the membrane dye FluoVolt, which changes fluorescence intensity in dependence of membrane electrical charges, with lower signal associated with reduced membrane turnover (*40*, *41*). *Plxnb1^−/−^* SCs exhibited markedly lower FluoVolt signal intensity compared to controls (Fig. 5D), further supporting impaired membrane dynamics of mutant SCs.

Despite the differences in endocytosis and membrane integrity, assays for phagocytosis (pHrodo zymosan), lipid content (LipidBright), and free cholesterol (Filipin III) did not reveal overt differences between *Plxnb1^−/−^* and control SCs (Fig. 5E). Together, these data demonstrate that Plexin-B1 is critical for plasma membrane stability and cytoskeletal dynamics of SCs, features essential for efficient CIL in directing SC alignment in the nerve bridge.

### Axon misalignment and impaired axon regeneration with Plexin-B1 deficiency

As the differentially expressed genes (DEGs) of *Plxnb1^−/−^* SCs featured the axon guidance Gene Ontology (Fig. 6A), we investigated how Plexin-B1 deletion would affect SC-axon interactions. We first examined adult dorsal root ganglion (DRG) explant cultures containing both DRG neurons and SCs. At 72 hours after plating, SCs in control explants had aligned along DRG axons, with majority oriented within 30° of axonal trajectories. In contrast, SCs in *Plxnb1^−/−^* explants were disorganized and aggregated together, lacking directional alignment along axons (Fig. 6B), reminiscent of the clustering phenotypes observed in prior assays. Notably, axons in *Plxnb1^−/−^* DRG explants also appeared disoriented, crisscrossing with irregular trajectories.

**Fig. 6.**
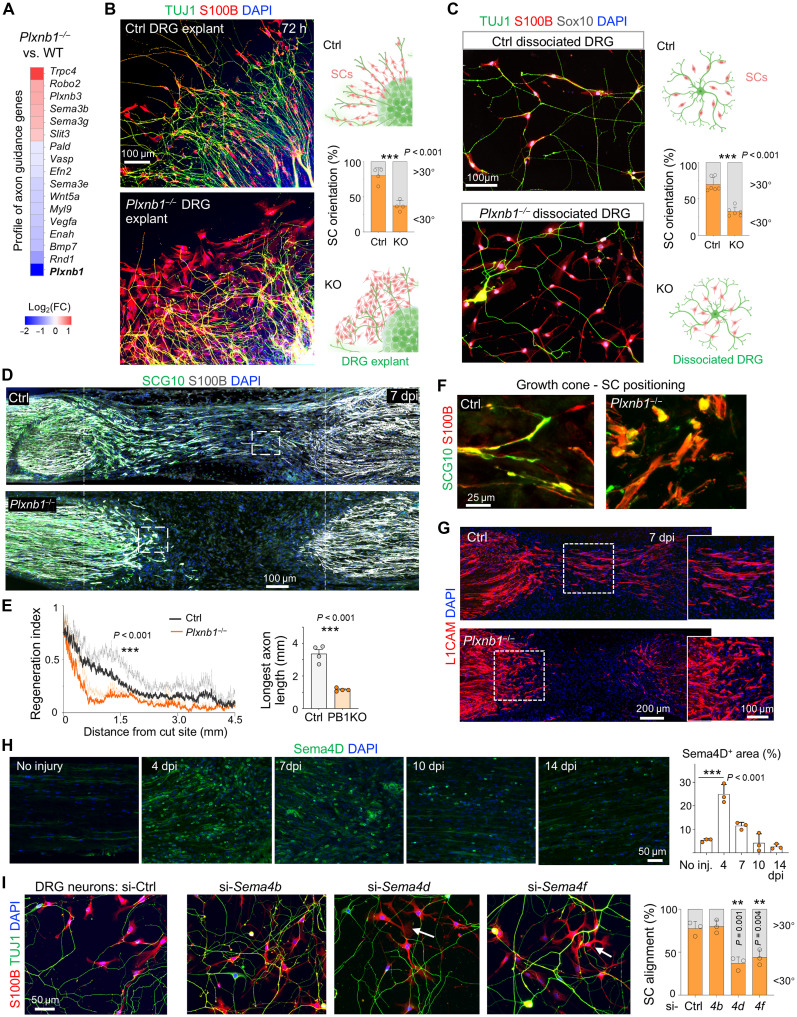
Plexin-B1 deletion results in axon-SC misalignment and delayed axon regeneration after nerve injury. (**A**) Heatmap of top axon guidance-related DEGs of *Plxnb1*^−/−^ SCs, including reduced *Plxnb1* and *Vegfa* expression and induction of *Plxnb3*. FC, fold change. (**B**) DRG explants immunostained for S100B (SCs) and TUJ1 (β3-tubulin; axons) show radial SC-axon alignment in controls versus disorganization in mutants. SC orientation was quantified relative to adjacent axon axes (*n* = 4 explants per genotype; unpaired two-tailed *t* test). ***P < 0.001. (**C**) Dissociated DRG cultures show control SCs aligned with TUJ1^+^ axons versus clustered, misaligned *Plxnb1*^−/−^ SCs (*n* = 6 per group from three cultures; unpaired two-tailed *t* test). ***P < 0.001. (**D**) SCG10 staining at 7 dpi reveals reduced axon regeneration in *Plxnb1*^−/−^ versus control nerves. 4′,6-Diamidino-2-phenylindole (DAPI) for nuclear staining. (**E**) Regeneration index and longest axon length quantified (*n* = 4 per genotype; two-way ANOVA for regeneration index and unpaired two-tailed *t* test for maximal axon length.). ***P < 0.001. (**F**) Higher magnification of regeneration fronts from nerves shown in (D) reveal SC/growth cones alignment in controls versus random orientation in *Plxnb1* mutants. (**G**) L1CAM immunostaining confirms reduced axon regeneration in *Plxnb1*^−/−^ mice. (**H**) Sema4D protein expression in sciatic nerves over 14-day period postinjury (*n* = 3 per time point; one-way ANOVA with Tukey’s test). ***P < 0.001. (**I**) SC-neuron coculture assay after small interfering RNA (siRNA) knockdown of selected Sema4 genes in DRG neurons. SC alignment was imaged and quantified at 30 hours of coculture (*n* = 3 per group from three cultures; one-way ANOVA with Tukey’s test). **P < 0.01. Arrows point to misaligned SCs. Figures in (B) and (C) were created in BioRender [J. Li (2025), https://BioRender.com/m19u012].

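All 17 genes of Fig. 6A were tested, 6 that the heatmap shows as raised and 11 as lowered in *Plxnb1-/-* SCs. Each had the direction of the heatmap in edgeR's fit, in each of the 6 fits that left out one culture, and without overlap between the cultures of the genotypes. The paper chose these genes from its own calls on the same libraries, so the direction was given in advance. The raised genes had log2 fold changes from 0.32 (*Slit3*) to 1.06 (*Trpc4*). The lowered genes ran from −0.20 (*Palld*) to −2.08 (*Plxnb1*), with *Rnd1* second at −0.81. *Vegfa* measured 213 ± 29.4 CPM in WT and 156 ± 25.8 CPM in *Plxnb1-/-* SCs (SD, n = 3), a log2 fold change of −0.45 (standard error 0.13, adjusted p = 0.273 from edgeR). Of the 17 genes, edgeR called *Plxnb1*, and the adjusted p of the others lay between 0.199 and 0.283. DESeq2 called 15, the exceptions being *Palld* (log2 fold change −0.20, adjusted p = 0.0521) and *Vasp* (−0.21, adjusted p = 0.0237), which is under the cutoff on the fold change. With no filter on low counts, edgeR called 15 as well. *Plxnb1* and *Sema3b* lie on chromosome 9.

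**Figure D4:**
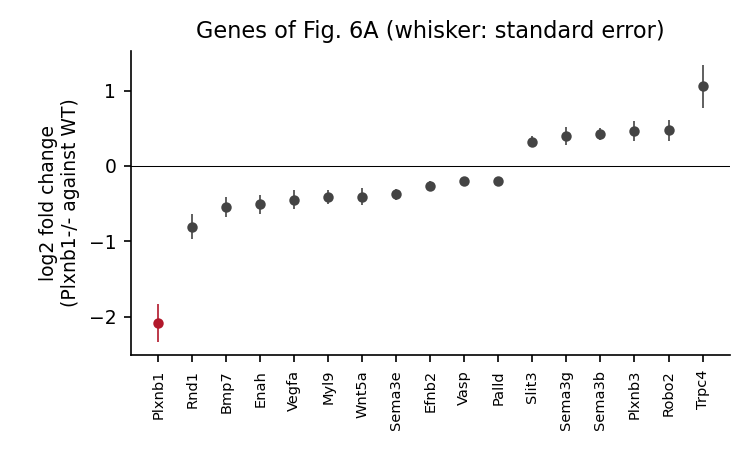
log2 fold change (*Plxnb1-/-* against WT, vertical axis) of the 17 genes of Fig. 6A from edgeR's fit, in order of size, with whiskers of 1 standard error. The red point is *Plxnb1*, the gene with an adjusted p below 0.05, and gray points are genes above it.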

To further evaluate axon-SC alignment, we analyzed cultures of dissociated DRGs. Consistent with the explant data, control SCs aligned along axons, whereas *Plxnb1^−/−^* SCs displayed random orientations and poor spatial association with axons (Fig. 6C). These results underscore the critical role of Plexin-B1 in facilitating SC alignment along regenerating axons.

Similar axonal phenotypes were also observed in vivo after sciatic nerve injury. In *Plxnb1^−/−^* mice, IF for SCG10, a marker of regenerating sensory axons (*42*), revealed significantly shorter and more misdirected SCG10^+^ axons compared to controls at 7 dpi (Fig. 6, D and E). High-resolution imaging of the regenerating front showed elongated growth cones in close apposition to fusiform SCs in control mice. In contrast, *Plxnb1^−/−^* mice exhibited enlarged, dysmorphic growth cones surrounded by disorganized, clustered SCs (Fig. 6F). Similarly, IF for L1CAM, a homophilic cell adhesion molecule expressed both in SCs and neurites (*43*), demonstrated delayed and disoriented axon regeneration in *Plxnb1^−/−^* mice (Fig. 6G).

A time-course analysis revealed that nerve bridge formation was initiated in both genotypes at 4 dpi after transection injury, at which time axons had not yet entered the bridge and SCs remained amoeboid (fig. S5A). By 7 dpi, SC migration and alignment defects became evident in *Plxnb1^−/−^* mice and persisted through 10 and 14 dpi, particularly at lesion center (fig. S5A). Infiltration of IBA1^+^ macrophages and platelet-derived growth factor receptor α–positive (PDGFRα^+^) fibroblasts was comparable between genotypes at 4 dpi. These cells entered the nerve bridge ahead of SCs and exhibited random, stellate morphologies, likely due to the absence of SC scaffolds or regenerating axons (fig. S5, B and C).

To identify potential Plexin-B1 ligands involved in SC-axon interaction, we analyzed a single-cell RNA-seq dataset of DRGs after peripheral nerve injury (*44*). Among the class 4 semaphorins, *Sema4b*, *Sema4d*, and *Sema4f* were highly expressed in DRG neurons postinjury, whereas *Plxnb1* was predominantly expressed in SCs (fig. S6A). SCs in injured nerve also express high levels of *Sema4c* (fig. S6A). IF of nerve tissue revealed that Sema4D protein was up-regulated between 4 to 7 dpi and declined by 14 dpi after nerve transection (Fig. 6H). Coimmunostaining at 7 dpi showed that Sema4D was highly expressed in SCG10^+^ regenerating axons and partially overlapped with IBA1^+^ macrophages and CD45^+^ leukocytes, but not with S100B^+^ SCs (fig. S6B). Consistently, in primary cultures, Sema4D was robustly detected in DRG neurons (on both soma and neurites) and at low levels in macrophages but not in SCs (fig. S6C).

To assess the functional role of semaphorins in axon-SC interaction, we performed small interfering RNA (siRNA) knockdown in DRG neurons. Knockdown of *Sema4d* or *Sema4f* in DRG neurons perturbed SC alignment along axons, whereas knockdown of *Sema4b* in DRG neurons had no discernible effect (Fig. 6I). These findings suggest that axonal Sema4D and Sema4F may activate Plexin-B1 to facilitate SC alignment along axons and stabilize SC cords in the proximal bridge. Notably, Sema4F, a membrane-bound semaphorin, is also expressed at lower levels by SCs themselves, which may mediate initial SC-SC alignment via CIL. In the context of neurofibromatosis, Sema4F expression in SCs is also critical for axon-SC contacts to repress SC proliferation (*30*).

### Heightened inflammation and compromised functional recovery in Plexin-B1–deficient mice

Following nerve injury, blood-borne macrophages rapidly infiltrate the damaged nerve and arrive in the nerve bridge ahead of SCs (*19*). In control mice, by 7 dpi, IBA1^+^ macrophages in the proximal region of the bridge were aligned with SCs, both adopting fusiform shapes along the nerve axis. In contrast, macrophages in the central bridge region that were devoid of axonal and SC contacts exhibited ameboid or stellate shapes with random orientation (Fig. 7A), illustrating the instructive role of axons and SCs in directing immune cell morphology and spatial patterning. In *Plxnb1^−/−^* mice with SC-axon misalignment, macrophages remained disorganized and maintained an ameboid morphology even in the proximal bridge (Fig. 7B).

**Fig. 7.**
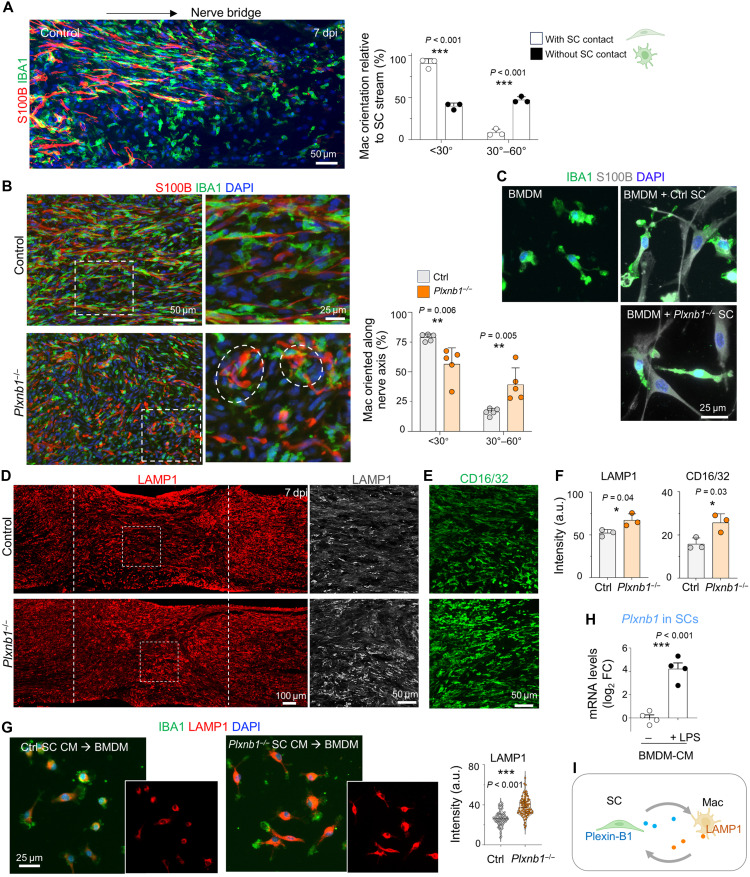
Spatial disarray in the nerve bridge of *Plxnb1*^−/−^ mice is linked to heightened inflammation. (**A**) In control nerves at 7 dpi, IBA1^+^ macrophages arrive before S100B^+^ SCs, appearing stellate without SC contacts, but fusiform and aligned when in contact (*n* = 3 per group; unpaired two-tailed *t* test). ***P < 0.001. (**B**) At 7 dpi, nerve bridges of control mice show both macrophages and SCs aligned longitudinally, whereas bridges in *Plxnb1*^−/−^ mice contain stellate, randomly oriented, clustered cells (*n* = 5 per genotype; unpaired two-tailed *t* test). **P < 0.01. (**C**) Bone marrow–derived macrophages (BMDMs) cocultured with control or *Plxnb1*^−/−^ SCs extend processes similarly alongside elongated SCs. (**D** to **F**) Elevated LAMP1 and CD16/32 signals in *Plxnb1*^−/−^ nerve bridges at 7 dpi and increased clustering/disarray (*n* = 3 per genotype; unpaired two-tailed *t* test). *P < 0.05 (**G**) BMDMs exposed to conditioned medium (CM) from *Plxnb1*^−/−^ SCs show higher LAMP1 levels (violin plots; *n* = 85 Ctrl versus 83 KO for LAMP1; unpaired two-tailed *t* test). ***P < 0.001. (**H**) Quantitative reverse transcription polymerase chain reaction (qRT-PCR) shows *Plxnb1* induction in SCs treated with CM from lipopolysaccharide (LPS)–stimulated BMDMs, but not by CM from unstimulated BMDMs. ***P < 0.001. (**I**) Diagram of reciprocal SC-macrophage interactions: Inflammatory macrophages induce *Plxnb1* in SCs and SC-secreted factors reduce macrophage lysosomal activation. Figures in (A) and (I) were created in BioRender [J. Li (2025), https://BioRender.com/m19u012].

To determine whether Plexin-B1 influences SC-macrophage interactions directly, we cocultured bone marrow–derived macrophages (BMDMs) with either control or *Plxnb1^−/−^* SCs. While BMDMs extended processes upon contact with fusiform SCs, no longitudinal alignment occurred, regardless of control or *Plxnb1^−/−^* SCs (Fig. 7C). This illustrates the importance of axons in directing glial alignment.

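Chemokine ligands and inflammatory cytokines were represented by 28 tested genes, of which 13 were higher and 15 lower in *Plxnb1-/-* SCs (median log2 fold change −0.04, adjusted p = 0.417 from limma's camera). DESeq2 called 1 of these genes and edgeR none. The most raised were *Ccl17* (0.0416 CPM in WT and 0.104 CPM in *Plxnb1-/-* SCs) and *Ccl11*, which measured 40.0 ± 8.46 CPM in WT and 54.7 ± 10.7 CPM in *Plxnb1-/-* SCs (SD, n = 3, adjusted p = 0.315 from edgeR). *Ccl3* stood at 0.160 ± 0.00843 CPM in WT and 0.206 ± 0.0875 CPM in *Plxnb1-/-* SCs (adjusted p = 0.725 from edgeR), and *Tnf* at 0.117 ± 0.0333 CPM and 0.0713 ± 0.0380 CPM (adjusted p = 0.595 from edgeR).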

Transcriptomic analysis of *Plxnb1^−/−^* SCs revealed enrichment of inflammation-associated gene ontologies (Fig. 4E and fig. S7A). In vivo, the spatial disarray of SCs and axons in *mutant* mice was associated with heightened inflammation, evidenced by increased expression of LAMP1 (a lysosomal/autophagy marker up-regulated in activated macrophages) and CD16/32 (a proinflammatory marker) at 7 dpi (Fig. 7, D to F). Conversely, the expression of CD206 (an anti-inflammatory, prorepair marker) was decreased, particularly at the regenerating front, suggesting a less supportive regenerative environment (fig. S7, B and C). Furthermore, CD206^+^ macrophages were also disorganized in *Plxnb1^−/−^* mice, in contrast to the aligned arrangement in WT mice (fig. S7C). Notably, immune cell recruitment into the bridge, shown by pan-leukocyte marker CD45, was comparable between genotypes (fig. S7C).

To study whether SCs and macrophages communicate via soluble factors, we performed reciprocal conditioned medium (CM) experiments. BMDMs exposed to CM from *Plxnb1^−/−^* SCs exhibited a significant increase in LAMP1 expression relative to those treated with CM grom control SCs, consistent with in vivo findings (Fig. 7G). Plexin-B1 deletion did not alter LAMP1 expression within SCs themselves (fig. S7D). Conversely, SCs exposed to CM from lipopolysaccharide (LPS)–stimulated BMDMs showed a marked up-regulation of *Plxnb1* mRNA (Fig. 7H), indicating bidirectional signaling between SCs and macrophages via soluble factors (Fig. 7I).

RNA-seq analysis also revealed reduced expression of ECM genes including *Col1a1*, *Fn1*, and *Tnc* in *Plxnb1^−/−^* SCs (Fig. 8A). 

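*Col1a1*, on chromosome 11 from 94936224 to 94953042, measured 6220 ± 763 CPM in WT and 5058 ± 164 CPM in *Plxnb1-/-* SCs (SD, n = 3), a log2 fold change of −0.30 (standard error 0.08, adjusted p = 0.273 from edgeR's quasi-likelihood test). *Fn1*, on chromosome 1 from 71585520 to 71653200, measured 8377 ± 1172 CPM in WT and 6778 ± 374 CPM in *Plxnb1-/-* SCs, a log2 fold change of −0.31 (standard error 0.09, adjusted p = 0.284 from edgeR). *Tnc*, on chromosome 4 from 63959785 to 64047015, measured 6003 ± 320 CPM in WT and 4934 ± 329 CPM in *Plxnb1-/-* SCs, a log2 fold change of −0.28 (standard error 0.06, adjusted p = 0.266 from edgeR). For each of the 3 genes every *Plxnb1-/-* culture was lower than every WT culture. With each culture left out in turn, the log2 fold change stayed between −0.36 and −0.19 for *Col1a1*, between −0.38 and −0.18 for *Fn1*, and between −0.33 and −0.24 for *Tnc*, and none of these fits gave an edgeR adjusted p below 0.05. Under DESeq2 the adjusted p was 0.0258 for *Col1a1*, 0.0452 for *Fn1*, and 0.00566 for *Tnc*. The exons of *Fn1* and *Tnc* each overlap a gene on the opposite strand.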

Since ECM undergoes marked remodeling during tissue repair, collective cell migration can influence ECM fiber orientation, a process involving cell collision guidance via axon guidance pathways (*45*–*47*). Correspondingly, IF showed lower expression and spatial disarray of ECM in the nerve bridge of *Plxnb1^−/−^* mice at 7 dpi (Fig. 8, B to D). Additional IF staining revealed disorganization of vinculin (a focal adhesion protein) and β-catenin (critical for cell-cell adhesion), along with abnormal vertical orientation of blood vessels in *Plxnb1^−/−^* mice (Fig. 8, D to F). These histological findings illustrate that Plexin-B1 loss results in SC misalignment and heighted inflammation, disrupting regeneration tracks.

**Fig. 8.**
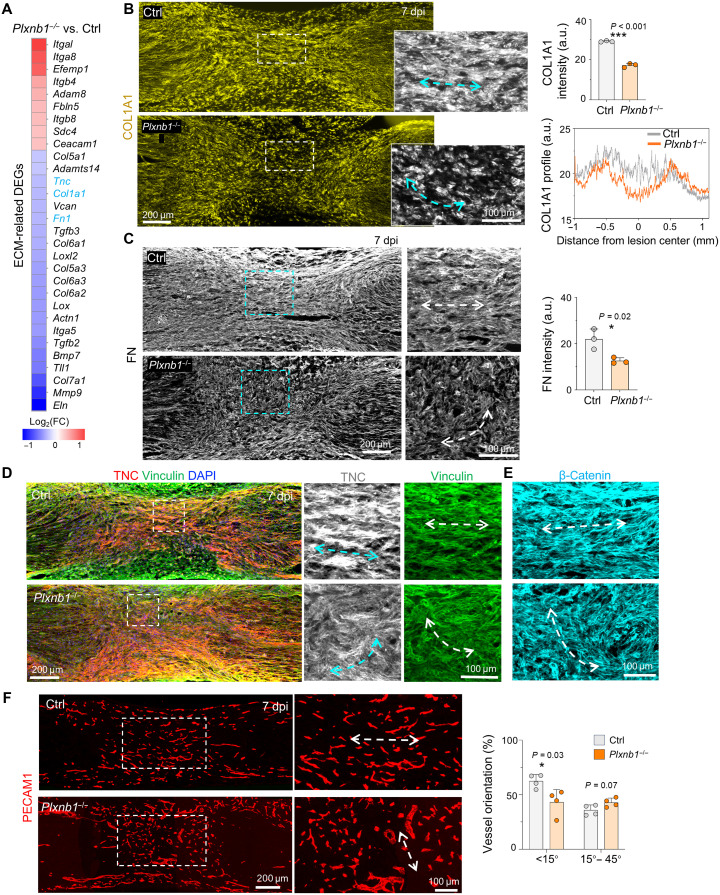
ECM and vascular disorganization at nerve injury site in *Plxnb1*^−/−^ mice. (**A**) Heatmap of ECM-related DEGs of *Plxnb1*^−/−^ SCs, from RNA-seq analysis. (**B** to **E**) Immunostaining at 7 dpi shows reduced level and disorganization of COL1A1 (B), FN (C), TNC and vinculin (D), and β-catenin (E) in *Plxnb1*^−/−^ nerve bridges (*n* = 3 per genotype; unpaired two-tailed *t* test). *P < 0.05 and ***P < 0.001. (**F**) Platelet endothelial cell adhesion molecule 1–positive (PECAM1^+^) vasculature at 7 dpi shows disarray and engorgement in *Plxnb1*^−/−^ nerves compared with controls (*n* = 4 per genotype; unpaired two-tailed *t* test). *P < 0.05. Arrows denote main orientation axes.

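Fig. 8A draws 30 ECM-related genes, 9 raised and 21 lowered in *Plxnb1-/-* SCs, selected from the paper's calls on these libraries. In edgeR's fit all 30 had the direction drawn, and none had cultures that overlapped between genotypes. The log2 fold changes of the raised genes ran from 0.28 (*Ceacam1*) to 0.89 (*Itgal*), and those of the lowered genes from −0.24 (*Col5a1*) to −1.06 (*Eln*). *Eln* measured 309 ± 29.1 CPM in WT and 148 ± 50.4 CPM in *Plxnb1-/-* SCs (SD, n = 3, adjusted p = 0.235 from edgeR). *Efemp1* measured 4.09 ± 0.590 CPM in WT and 6.83 ± 0.817 CPM in *Plxnb1-/-* SCs (adjusted p = 0.199 from edgeR). None of the 30 was called by edgeR, with adjusted p between 0.103 and 0.284, whereas DESeq2 called 28, and edgeR with no filter on low counts 22. When Benjamini-Hochberg adjustment was made over the list alone, 28 passed in edgeR's fit as well, which shows no stability for a list chosen on these data. *Col7a1* and *Col5a3* lie on chromosome 9, *Col7a1* next to *Plxnb1*.

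**Figure D5:**
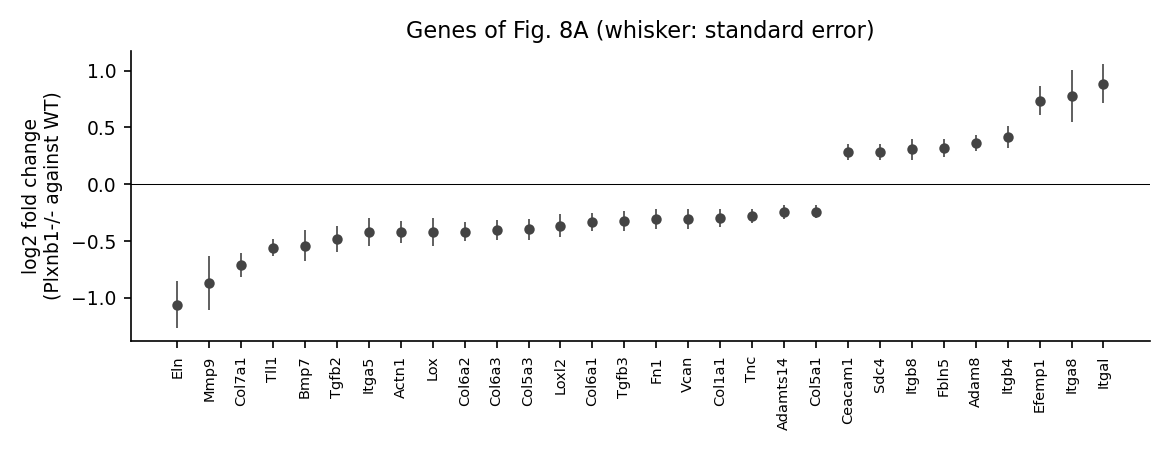
log2 fold change (*Plxnb1-/-* against WT, vertical axis) of the 30 genes of Fig. 8A from edgeR's fit, in order of size, with whiskers of 1 standard error. The points run from −1.06 for *Eln* to 0.89 for *Itgal*, and none has an adjusted p below 0.05.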

Despite critical impairment in injury response, Plexin-B1 was not essential for peripheral nerve development or SC myelination under homeostatic conditions. In uninjured nerves, SC morphology, myelination, and axon patterning appeared normal (fig. S8, A and B). Similarly, myelin breakdown after injury [assessed by myelin basic protein–positive (MBP^+^) debris in distal nerve] and phagocytosis by IBA1^+^ macrophages and S100^+^ SCs were comparable across genotypes (fig. S8B), consistent with intact phagocytic capacity of *Plxnb1^−/−^* SCs (see fig. 5E). Remyelination of regenerating axons was also similar in dissociated DRG cultures stimulated with ascorbic acid (fig. S9A). In vivo at 35 dpi, IF staining for MBP in the distal nerve showed similar overall remyelination patterns, although spatial disarray and slight reduction in MBP signals were observed in the nerve bridge of *Plxnb1^−/−^* mice (fig. S9B).

To further assess the impact of Plexin-B1 deletion on nerve repair, we examined skin reinnervation of the hind paw at 35 dpi. *Plxnb1^−/−^* mice exhibited reduced density of NFH^+^ axon terminals in the epidermis of the paw pad (Fig. 9A). Motosensory functional assessment, including von Frey filament assay (tactile mechanical sensitivity) and ladder walking (coordination) and sciatic functional index (SFI; paw placement during ambulation) measurements revealed significant delays in functional recovery in *Plxnb1^−/−^* mice, starting from 14 dpi and persisting through 35 dpi (Fig. 9, B to D).

**Fig. 9.**
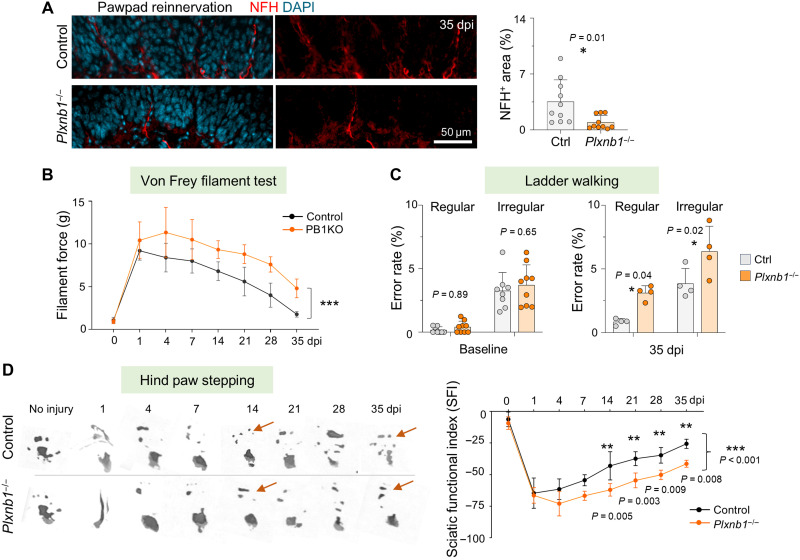
*Plxnb1*^−/−^ mice show delayed functional recovery after sciatic nerve injury. (**A**) NFH immunostaining at 35 dpi reveals reduced reinnervation of the hind paw pad in *Plxnb1*^−/−^ mice (*n* = 10 fields from three mice per genotype; unpaired two-tailed *t* test). (**B**) Von Frey assay shows reduced tactile recovery in *Plxnb1* mutants (*n* = 5 to 7 mice per genotype; two-way ANOVA with Sidak’s test). (**C**) Ladder walking on regular and irregular rungs shows higher error rates at 35 dpi in mutants, with similar baseline performance (*n* = 8 Ctrl and 9 KO at baseline; *n* = 4 per genotype at 35 dpi; two-way ANOVA with Sidak’s test). *P < 0.05. (**D**) Paw print analysis after injury shows impaired recovery in *Plxnb1* mutants. SFI (formula in Materials and Methods) was calculated from prints (*n* = 3 to 7 mice per condition; two-way ANOVA with Sidak’s test). **P < 0.01, and ***P < 0.001.

### Plexin-B1 conditional KO in SCs disrupts SC-axon alignment and impairs axon regrowth

To confirm the SC-specific function of Plexin-B1 in peripheral nerve regeneration, we generated a floxed *Plxnb1* mouse strain (*48*). For targeted deletion in SCs, we performed intrasciatic injection of adeno-associated virus 9 (AAV9) Cre under the control of an MBP promoter (fig. S10A). To assess Cre specificity for SCs, we also used a Rosa26-LSL-tdTomato reporter strain. Injection of AAV9 MBP-Cre into the sciatic nerve resulted in abundant tdTomato^+^ cells in the nerve bridge, colocalizing predominantly with S100B^+^ SCs, with minimal overlap with PDGFRα^+^ fibroblasts. Quantification revealed over 80% transduction efficiency of SCs in the lesion site (fig. S10, B to D).

This AAV9 MBP-Cre–mediated SC-specific conditional KO of *Plxnb1* recapitulated the phenotypes observed in the constitutive KO, including delayed SC migration and increased clustering of SCs after nerve transection (Fig. 10, A and B). Axon regeneration was also significantly impaired (Fig. 10, C and D), confirming that Plexin-B1 functions cell-autonomously in SCs to coordinate axon-SC alignment and support axonal regrowth following injury.

**Fig. 10.**
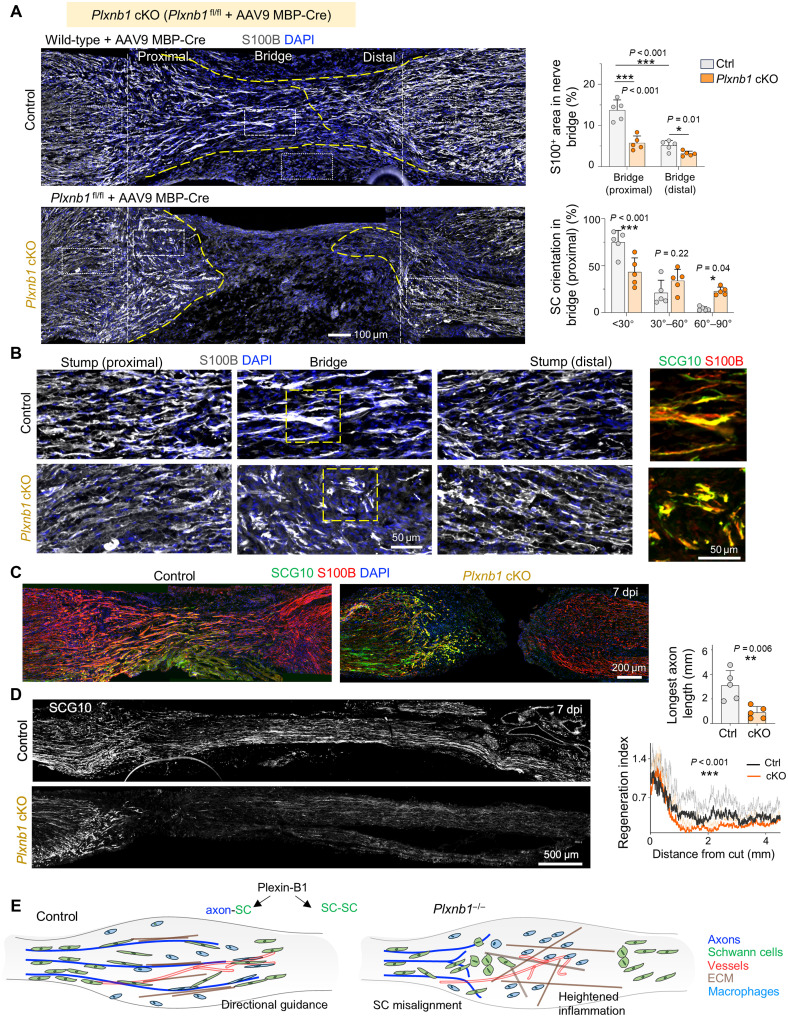
Conditional deletion of Plexin-B1 impairs SC alignment and axon regeneration. (**A**) S100B immunostaining and quantification of sciatic nerves from control or SC-specific *Plxnb1* conditional KO (cKO) mice at 7 dpi after transection. Conditional KO was induced by intrasciatic injection of AAV9 MBP-Cre viral vector at injury. Disorganized SCs are evident in conditional KO nerves. Means ± SEM; *n* = 5 mice per genotype; two-tailed unpaired *t* test. *P < 0.05 and ***P < 0.001. (**B**) High-magnification images of proximal stump, bridge, and distal stump from (A) show altered SC morphology in *Plxnb1* conditional KO nerves. Insets (right) display coimmunostaining for S100B and SCG10, highlighting disorganized SC-axon association in conditional KO nerves, accompanied by growth cone stalling. (**C**) S100B and SCG10 staining show SC and axon disorganization in *Plxnb1* conditional KO nerves. (**D**) SCG10 and S100B IF with quantification reveals reduced axon regeneration in conditional KO mice. Means ± SEM; *n* = 5 per genotype; two-way ANOVA for regeneration index and unpaired two-tailed *t* test for maximal axon length. **P < 0.01, and ***P < 0.001. (**E**) Schematic of Plexin-B1–dependent directional guidance for SC-SC CIL and axon-SC alignment to facilitate nerve regeneration.

## DISCUSSION

Peripheral nerves have a remarkable ability to regenerate (*49*), yet recovery after a transection injury often remains slow and incomplete. A central question is how glial cells become oriented in the nerve bridge along the original nerve axis. Here, we demonstrate that SCs require Plexin-B1 for morphological transformation, CIL, and axon-SC alignment during nerve repair (Fig. 10E). This finding establishes a critical role of direct physical contacts for SC polarization and orientation in the nerve bridge.

Axon guidance molecules are key regulators of nerve repair: Netrin/DCC/Unc5H2 signaling promotes SC activation and axonal regrowth (*11*), while Ephrin/EphB signaling directs fibroblast-SC interactions (*50*). Slit repulsive cues mediate CIL between SCs, with Slit2/3 deletion leading to increased aggregation and impaired repulsion (*18*), a phenotype reminiscent of Plexin-B1 KO. This similarity suggests potential convergence between these pathways for CIL. Although Slit binding to Plexin-A has been reported in spinal cord development (*51*, *52*), Slit binding to Plexin-B1 has not been detected in binding assays (*52*). Whether functional cross-talk exists between Slit and Plexin-B1 in nerve repair warrants further investigation. In addition, while Plexins signal through a conserved intracellular Ras–guanosine triphosphatase activating protein domain (*53*), the specific downstream effectors in activated SCs remain to be defined.

Our work underscores that positional guidance for SCs depends not only on soluble cues but also on direct physical contacts. This contact-based principle likely extends to other glial cells in the lesion area, influencing the alignment of vasculature and ECM along the nerve axis. Supporting this model, we recently showed that following nerve injury, Plexin-B2 is up-regulated in macrophages to direct their alignment along axons via CIL (*19*). Thus, different glial cells engage distinct plexins to achieve spatial organization through collision-based mechanisms. This principle also applies to the central nervous system (CNS): After spinal cord injury (SCI), Plexin-B2 in microglia/macrophages and Plexin-B1 in reactive astrocytes orchestrate glial alignment (*26*, *27*); in Alzheimer’s disease, Plexin-B1 organizes astrocyte spacing in periplaque nets (*28*).

Live-cell imaging of *Plxnb1^−/−^* SCs revealed several membrane-associated defects, providing a mechanistic basis for the impaired CIL and axon-SC misalignment. Conceptually, CIL differs from classical cell repulsion: CIL is a specific, directional response upon cell collision to actively turn away and move in a new direction. The main candidate to mediate CIL between SCs is Sema4C, while Sema4D and Sema4F expressed in axons are strong candidates for mediating axon-SC alignment.

Transcriptomic data further indicate that Plexin-B1 deletion dysregulates pathways involved in membrane turnover and vesicle trafficking. These findings extend the known importance of membrane integrity for cell motility and adhesion (*39*) and complement our recent work on mechanoelectrical regulation of the plasma membrane as mediated by Plexin-B2 in glioma cell migration (*41*).

Our study also links spatial disorganization during tissue repair to heightened inflammation. RNA-seq analysis of cultured *Plxnb1^−/−^* SCs revealed up-regulation of inflammatory pathways even without an in vivo injury context. In coculture, macrophages exposed to conditioned media from mutant SCs showed increased LAMP1 expression. Conversely, SCs up-regulate *Plxnb1* expression when exposed to activated macrophage media. Thus, beyond contact-mediated CIL, SCs and macrophages engage in bidirectional communication via secreted factors. This interplay is further shaped by cellular heterogeneity: Most bridge macrophages are monocyte-derived, while those in the proximal stump are resident tissue macrophages (*8*), and SCs themselves adopt distinct states in different bridge zones (*54*).

A lingering question is why the glial responses in CNS and peripheral injury are different. After SCI, microglia/macrophages accumulate in the necrotic core bordered by reactive astrocytes. In contrast, peripheral nerve injury triggers SCs into forming aligned cords that guide both axonal regrowth and macrophage positioning. This difference is reflected in vitro: CNS glia cells (astrocytes and microglia) tend to segregate (*26*), while peripheral nervous system (PNS) glia (SCs and macrophages) intermingle. A key distinction may also lie in axonal dynamics; PNS growth cones are highly motile, whereas CNS growth cones become dystrophic. While axonal contacts are not strictly required for SCs to enter the bridge, they likely stabilize the longitudinal alignment of SC cords and may explain why more SCs populate the proximal versus the distal bridge.

Last, unlike the collective migration of cell cords in the rostral migratory stream, we lack direct evidence for long-range collective migration of entire SC cords in the nerve bridge. A plausible model is that the proximal part of an SC cord stabilizes upon contact with regenerating axons, while new SCs are recruited at the leading edge to extend the cord further into the bridge. Definitive testing of this model will require advanced in vivo live-cell imaging.

In summary, directional guidance is a fundamental principle of tissue morphogenesis and repair. In nerve regeneration, spatial disarray not only disrupts the regenerative architecture but also exacerbates inflammation. Our findings establish Plexin-B1 as a critical regulator of SC spatial organization, revealing how axon guidance pathways are utilized to orchestrate cellular responses in neural regeneration.

## MATERIALS AND METHODS

### Mice

All animal procedures were conducted in accordance with protocols approved by the Institutional Animal Care and Use Committee at the Icahn School of Medicine at Mount Sinai (protocol LA11-00108). *Plxnb1* mutant mice (*Plxnb1*^tm1Matl^) were generated by targeted insertion of a transmembrane-lacZ-neo gene trap cassette into the *Plxnb1* locus (*32*, *55*). Because *Plxnb1* KO mice show no overt phenotypic abnormalities (*56*, *57*) and *Plxnb1*^+/−^ mice display no detectable phenotypes, both WT and *Plxnb1*^+/−^ littermates were used as experimental controls. The *Plxnb1* conditional allele (*Plxnb1*^em1Frdl^, flox) contains loxP sites flanking exons 20 and 21 (*48*). The *Rosa26* LSL-tdTomato reporter strain Ai14 was obtained from the Jackson Laboratory (strain #007914) (*58*). All mouse lines were maintained on a C57BL/6 background.

### Sciatic nerve injury

Mice were anesthetized, and a small skin incision was made at the mid-thigh using a surgical blade. The fascia between the gluteus superficialis and biceps femoris muscles was gently separated to expose the sciatic nerve. For transection injury, the nerve was completely severed at the proximal third of the femur using Vannas spring scissors (FST, #15000-00), while preserving the integrity of surrounding tissues. Skin was closed with two suture clips. For crush injury, the sciatic nerve was compressed for 15 s using an ultrafine hemostatic forceps (FST, 13021-12).

### AAV intrasciatic injection

The AAV2/9 MBP-Cre vector (10^13^ vg/ml; Obio Inc.) was delivered in 3 μl of aliquots using a 33-gauge syringe (Hamilton, #80008), with three injections spaced within a 5-mm region around the injury site. The sciatic nerve was then transected at the central injection site.

### Behavioral assays

Sensory recovery was assessed using the von Frey assay. Hind paws were stimulated with calibrated von Frey filaments (0.004 to 8 g; Aesthesio), each applied five consecutive times. Paw withdrawal or licking was recorded as a positive response. The von Frey threshold was defined as three positive responses out of five stimulations. Baseline sensitivity was measured before injury.

Motor coordination was evaluated using horizontal ladder walking with regular or irregularly spaced 3-mm-diameter rungs. The home cage was placed at the ladder’s end. Mice completed at least six consecutive runs per trial (3 min) while being video recorded. Side and bottom views (mirror and direct) were analyzed to detect foot faults (drag, slip, or fall) and to assess hindlimb coordination.

Hind paw stepping function was analyzed by paw print assessment. Paws were dipped in ink, and mice walked on paper to record prints. The SFI was calculated as: SFI = −38.3 × (*EPL* − *NPL*)/*NPL* + 109.5 × (*ETS* − *NTS*)/*NTS* + 13.3 × (*EIT* − *NIT*)/*NIT* − 8.8, where *E* is the experimental group, *N* is the normal group, *PL* is the print length, *TS* is the total spread, and *IT* is the intermediate toes.

### DRG neuron and SC cocultures

For DRG explant cultures, DRGs were isolated from adult mice, placed in Dulbecco’s modified Eagle’s medium (DMEM)/F12 on ice, washed twice with ice-cold Hanks’ balanced salt solution (HBSS)–Hepes, and incubated in 0.6% collagenase (Worthington, #LS004196) for 45 min at 37°C. DRGs were rinsed twice with HBSS-Hepes, and two to three ganglia were plated per well on 14-mm poly-l-lysine– and laminin-coated coverslips in 24-well plates. Wells were filled with 200 μl of 10% Matrigel in culture medium [DMEM high glucose with GlutaMAX (Gibco, #10569-044), 10% fetal bovine serum (FBS), and 1× nonessential amino acids]. After 30 min, once DRGs adhered, medium was replaced with 1 ml of Matrigel-free culture medium. Axons extended radially and SCs migrated outward. At 72 hours, cultures were fixed and processed for IF staining.

For dissociated DRG cultures, after collagenase digestion as above, DRGs were washed twice with HBSS-Hepes, digested with 0.25% trypsin containing deoxyribonuclease I (DNase I) (50 mg/ml; Worthington, #LS002138) for 40 min at 37°C, quenched with culture medium, and triturated ~30 times with a fire-polished glass pipette. Dissociated DRG neurons and SCs were plated on poly-l-lysine/laminin-coated coverslips in 24-well plates, cultured for 72 hours, and fixed for IF.

For siRNA experiments, ~4000 purified DRG neurons were resuspended in 1.5 ml of titration medium (without DNase I) and mixed with 0.5 ml of transfection complex containing 2 μl of DharmaFECT 2.0 (Dharmacon, #T-2002-02) and 2 μl of siRNA (20 μM) prediluted in NeuroCult NB-A medium. siRNAs included ON-TARGETplus SMARTpool reagents against mouse *Sema4b* (#L-040786-01-0005), *Sema4d* (#L-047703-01-0005), *Sema4f* (#L-059095-01-0005), or a nontargeting control (#D-001810-10-05) (Horizon). Cells were plated on poly-l-ornithine/laminin-coated plates and maintained under standard culture conditions. Medium was replaced 16 to 18 hours posttransfection. At 48 hours, a subset of cultures was collected for RNA extraction and quantitative reverse transcription polymerase chain reaction (qRT-PCR) validation. For axon-SC interaction assays, 6000 purified WT SCs were added per well at 48 hours posttransfection, cocultured for 30 hours, and fixed for immunostaining.

### SC cultures

To enrich SCs from dissociated DRG cultures (see above), cells were maintained in SC medium containing 2 μM forskolin (Selleck, #S2249), 10 nM neuregulin (PeproTech, #100-03), 10% FBS, 1% nonessential amino acids, and 4% ascorbic acid in DMEM high glucose with GlutaMAX (Gibco, #10569-044) (*59*). Fibroblasts were removed by magnetic cell separation using anti-Thy1 antibody (Miltenyi, #130-101-967), following established protocols (*60*). Medium was replaced every 2 days, and cells were passaged at ~80% confluence. Cells from passages 3 to 5 (purity > 80%) were used for experiments. SCs were cryopreserved in freezing medium containing 50% complete SC medium, 40% FBS, and 10% dimethyl sulfoxide.

### SC/DRG coculture for myelination studies

Purified SCs (~5 × 10^4^) were seeded onto purified DRG neurons isolated from WT mice as described (*61*). Cultures were maintained for 4 days in a 1:1 mixture of SC and DRG media. Medium was then replaced with DMEM containing l-ascorbic acid (50 μg/ml; Sigma-Aldrich, #A0278), nerve growth factor (50 ng/ml), and 15% FBS to induce myelination. Cultures were fed with fresh induction medium every 2 days for 2 weeks. Myelination was assessed by immunostaining for MBP (myelin) and TUJ1 (β3-tubulin; axons).

### Coculture of macrophages and SCs

BMDMs were prepared as described (*19*). BMDMs (4 × 10^4^) and SCs (10^4^) were seeded onto poly-l-ornithine–coated (Sigma-Aldrich) glass coverslips in 24-well plates and cocultured for 24 hours.

### Sphere dispersion essay

SCs (2 × 10^4^ per well) were seeded into ultralow-attachment U-bottom 96-well plates (Corning, #7007). After 4 days, a single sphere formed in each well. Spheres were transferred to laminin-coated (10 μg/ml; Invitrogen) glass chamber slides (Falcon, #354118) and cultured for 42 hours. Cultures were fixed with 3.7% formaldehyde/phosphate-buffered saline (PBS) and processed for IF staining. Nuclear distances were quantified using ImageJ.

### Hanging drop aggregation assay

SCs (10^4^) were seeded in 10-μl droplets on the inverted lid of a 6-cm tissue culture dish. The lid was placed over the corresponding dish containing 5 ml of PBS to maintain humidity during incubation. Images of hanging drops were taken every 24 hours using a stereomicroscope, and sphere number and diameter were quantified using ImageJ.

### Scratch assay

SCs (10^6^ per well) were seeded in six-well plates and grown to confluence. A scratch was made across the center of each well using a 200-μl micropipette tip (*t* = 0 hours). Wound closure was monitored by imaging the scratch area at 12 and 16 hours postscratch.

### SCs cultured on Sema4D-coated substrates

For Sema4D coating, Sema4D-Fc (R&D Systems) at 25 μg/ml was mixed with 1% laminin in PBS, and culture dishes were incubated for 2 hours at 37°C. SCs (10^4^ per well) were seeded in 8-well chamber slides and cultured for 2 days. Cells were fixed and stained by IF for S100B and N-cadherin, and for F-actin using phalloidin–Alexa Fluor 568.

### IF staining

Mice were euthanized by CO_2_ inhalation, and sciatic nerves were dissected and fixed in 4% paraformaldehyde/PBS for 1 hour at 4°C. Tissues were cryoprotected in 12.5% and then 25% sucrose/PBS overnight each, embedded in OCT compound (Tissue-Tek, Thermo Fisher Scientific), and sectioned sagittally at 10 μm in thickness on a cryostat. Sections were collected on SuperFrost^+^ slides (VWR) and stored at −20°C.

For IF, sections were washed three times in PBS and blocked in 5% normal donkey serum (Jackson ImmunoResearch) with 0.3% Triton X-100 (Acros Organics) in PBS for 1 hour at room temperature. Primary antibodies (listed below) were diluted in antibody buffer with 1% bovine serum albumin (Fisher Bioreagents) and 0.3% Triton X-100 in PBS and applied overnight at 4°C. The following day, sections were incubated with fluorophore-conjugated secondary antibodies (Alexa Fluor 488, Alexa Fluor 594, or Alexa Fluor 647; 1:300; Jackson ImmunoResearch) and counterstained with 4′,6-diamidino-2-phenylindole (DAPI; 1:1000; Invitrogen). Slides were mounted with Fluoromount-G (Southern Biotech). Images were acquired on a Zeiss Axioscope widefield fluorescence microscope (Zen Blue v3.6) or a Zeiss LSM780 confocal microscope (Zen Black v8). Primary antibodies for IF are as follows: anti-Col1a1 (host: rabbit, Invitrogen, PA5-29569; 1:200), anti-Iba1 (host: goat, NovusNB, 100-1028; 1:125), anti-Ki67 (host: rabbit, Abcam, ab15580; 1:150), anti-MBP (host: rabbit, Cell Signaling Technology, 78896; 1:50), anti-PDGFRα (host: goat, R&D Systems, AF1062; 1:50), anti-Pecam1/CD31 (host: rat, BD Pharmingen, 553370; 1:250), anti-Reticulin (host: rat, Abcam, ab51824; 1:500), anti-S100B (host: chicken, Aves Labs, S100B; 1:500), anti-SCG10 (host: rabbit, Novus, NBP1-49461; 1:1000), anti-Tuj1 (host: mouse, BioLegend, 801202; 1:1000), anti-c-Jun (host: rabbit, Cell Signaling Technology, 9165; 1:200), anti–phalloidin–Alexa Fluor 568 (Invitrogen, A12380; 1:100), anti-Sox10 (host: goat, R&D Systems, AF2864; 1:50), anti-LAMP1 (host: rat, Developmental Studies Hybridoma Bank, clone1D4B; 1:200), anti-L1CAM (host: goat, R&D Systems, AF277; 1:50), anti-CD16/32 (host: rat, BD Pharmingen, 553142; 1:200), anti-CD45 (host: rat, BD Pharmingen, 550539; 1:200), anti-CD206 (host: goat, R&D Systems, AF2535; 1:200), anti-FN (host: rabbit, EMD Millipore, AB2033; 1:400), anti-TNC (host: rabbit, Millipore, AB19011; 1:100), anti-vinculin (host: mouse, Thermo Fisher Scientific, NB6001293; 1:400), anti–β-catenin (host: mouse, BD Biosciences, 610153; 1:300), anti-NFH (host: chicken, EMD Millipore, AB5539; 1:1000), anti-GFAP (host: mouse, EMD Millipore, MAB360; 1:500), anti–active caspase 3 (host: rabbit, R&D Systems, AF835; 1:200), anti-sema4d (host: rat, Invitrogen, AB1603189; 1:100), anti-CD45 (host: mouse, BD Pharmingen, 610266; 1:200), and anti-p75 (host: rabbit, Millipore, AB1554; 1:200).

### Determination of regeneration index

Merged images of sciatic nerves were generated in Photoshop CC 2019, and SCG10 fluorescence intensity was measured in ImageJ. A rectangular region of interest centered on the lesion site was analyzed using the “plot profile” function, with distance on the *x* axis and mean pixel intensity on the *y* axis. Peak SCG10 intensity was used for normalization, and minimal intensity was used for background subtraction. Maximal axonal length was defined as the most distal point where SCG10 intensity exceeded background.

### X-Gal staining of sciatic nerves

*lacZ* reporter expression was detected in sciatic nerve sections by X-Gal staining. The staining solution contained X-Gal (1 mg/ml; dissolved in dimethylformamide) in buffer containing 0.02% IGEPAL, 0.01% sodium deoxycholate, 5 mM potassium ferricyanide, 5 mM potassium ferrocyanide, 2 mM MgCl_2_ in 0.1 M PBS (pH 7.3). Nerve sections or whole-mount preparations were incubated overnight at 37°C and then imaged using a Zeiss Axioscope (sections) or Nikon (whole mounts) microscope.

### Live-cell imaging

#### Dextran uptake

SCs were incubated at 37°C for 1 hour with NucSpot Live 650 (1:1000; Biotium), SPY555-actin (1:1000; Cytoskeleton), and then with Alexa Fluor 488–dextran (5 mg/ml; molecular weight, 10,000; Invitrogen) for 40 min. Cells were washed with PBS and imaged live on a Zeiss LSM 710 confocal microscope.

#### pHrodo zymosan phagocytosis

SCs were incubated at 37°C for 1 hour with pHrodo (1 mg/ml; Invitrogen) and NucSpot Live 650 (1:1000; Biotium), washed, and imaged live on a Zeiss LSM 710.

#### Membrane potential

FluoVolt membrane dye (1:1000; Thermo Fisher Scientific) with PowerLoad supplement (1:100) in neural stem cell medium was applied for 30 min at 37°C, washed twice, and imaged 15 min later (488-nm excitation) on a Zeiss LSM 710.

#### Cholesterol detection

SCs were preincubated with NucSpot Live 650 (1:1000) for 1 hour at 37°C, then stained with Filipin III (1:200) for 45 min, washed, and imaged live.

#### Lipid droplets

SCs were incubated for 4 hours at 37°C with LipiBright (1:1000; Cytoskeleton) and NucSpot Live 650 (1:1000) in serum-free medium, washed, and imaged live.

#### Annexin V

SCs were incubated for 1 hour at 37°C with NucSpot Live 650 (1:1000) and SPY555-actin (1:1000), followed by Alexa Fluor 488-annexin V (1:40; Thermo Fisher Scientific) for 15 min, washed, and imaged live.

#### Time-lapse nuclear tracking

Control and *Plxnb1^−/−^* SCs were stained with NucSpot DNA 488 (1:1000; Biotium) for 10 min, plated on laminin- or laminin/Sema4D (25 μg/ml)–coated glass-bottom dishes (Cellvis), and imaged for 90 min (1 frame/5 min) using a Leica DMi8 live-cell system. Nuclear movement was quantified using the TrackMate plugin in Fiji (*62*).

### Quantitative reverse transcription polymerase chain reaction

BMDMs were stimulated with LPS (100 ng/ml) for 24 hours. CM with or without LPS was collected and applied to SC cultures for 24 hours. Total RNA was extracted using the RNeasy Plus Maxi Kit (QIAGEN), reverse-transcribed with SuperScript III (Invitrogen), and analyzed by qRT-PCR on an ABI Prism 7900HT system using SYBR Green Master Mix (QuantaBio).

*Hprt1* was used as the housekeeping gene for normalization, and relative gene expression was analyzed using the ΔΔ*C*_t_ method. Primers used are as follows: *Plxnb1*, TCCCCGTTACAAACAGATGG (forward) and TAGAGTTCATGCAGAGCCAC (reverse); *Hprt1*, CCCCAAAATGGTTAAGGTTGC (forward) and AACAAAGTCTGGCCTGTATCC (reverse); *Sema4b*, AGTGTCAAGGAACTCTGCAAG (forward) and GGTGTTCACTGTGTTTGGTTG (reverse); *Sema4d*, GGGAAAAGTGAAGATGGCAAAG (forward) and CTGTGGGAAGAGTTTCGAGAG (reverse); *Sema4f*, GAAATGTCCTTTTGAGCCAGC (forward) and CTGTTCGAATCCAGTCCTCAG (reverse).

### RNA-seq analysis

Total RNA from WT and *Plxnb1^−/−^* SCs was isolated using the RNeasy Micro Kit (QIAGEN) with on-column DNase digestion. RNA quality and concentration were assessed using an Agilent Bioanalyzer (RNA 6000 Pico Kit, 5067-1513). Libraries were sequenced on an Illumina NovaSeq X (Psomagen). FASTQ preprocessing, quality control, and alignment to the mouse mm10 genome were performed using the NGS-Data-Charmer pipeline (https://github.com/shenlab-sinai/NGS-Data-Charmer). Adapters were trimmed with Trim-Galore v0.6.5 (*63*), reads were aligned with Bowtie2 v2.4.1 (*64*), duplicates were removed with SAMtools v1.10 (*65*), and gene counts were generated with FeatureCounts (GENCODE vM25 annotation). Genes detected in fewer than five samples with <2 reads were excluded before differential expression analysis with DESeq2 (*66*).

### Bioinformatics

Heatmaps and volcano plots were generated using FLASKi (*67*) and GraphPad Prism 10. Pathway enrichment was performed with the IPA QIAGEN Knowledge Base (*68*) and Enrichr (*69*). IPA was also used for graphical summaries and subnetwork analyses. For Gene Ontology and Kyoto Encyclopedia of Genes and Genomes analysis, DEG lists were uploaded to Enrichr (https://maayanlab.cloud/Enrichr/) (*70*), and enrichment was reported as the combined score (log-transformed *P* value × *z*-score) (*69*). Single-cell expression dynamics of *Plxnb1* after sciatic nerve injury were obtained from the iNSAT platform (https://cdb-rshiny.med.umich.edu/Giger_iSNAT/) (*31*).

### Statistical analyses

For two-group comparisons, unpaired two-sided *t* tests were used. For datasets with more than two groups, one-way analysis of variance (ANOVA) with Tukey’s or Dunnett’s multiple comparisons tests was applied. For repeated-measures data, two-way repeated-measures ANOVA with Bonferroni or Šidák’s post hoc tests was performed. Analyses were conducted in GraphPad Prism 10 using New England Journal of Medicine-style *P* value reporting. Significance was set at *P < 0.05, **P < 0.01, and ***P < 0.001, with values *P* < 0.001 reported as “*P* < 0.001.”

# Supplementary material for: Directional guidance to orient Schwann cell alignment in nerve regeneration requires Plexin-B1
**Source:** Sci Adv. 2026 Apr 24;12(17):eadw4136. doi: 10.1126/sciadv.adw4136
**Supplement:** Supplementary file 1 — Figs. S1 to S10 Legends for tables S1 and S2 Legends for movies S1 and S2

Supplementary Materials for  
**Directional guidance to orient Schwann cell alignment in nerve regeneration  
requires Plexin-B1**

Jiaxi Li *et al.*

*Sci. Adv.* **12**, eadw4136 (2026)  
DOI: 10.1126/sciadv.adw4136

**The PDF file includes:**

Figs. S1 to S10  
Legends for tables S1 and S2  
Legends for movies S1 and S2

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 and S2  
Movies S1 and S2

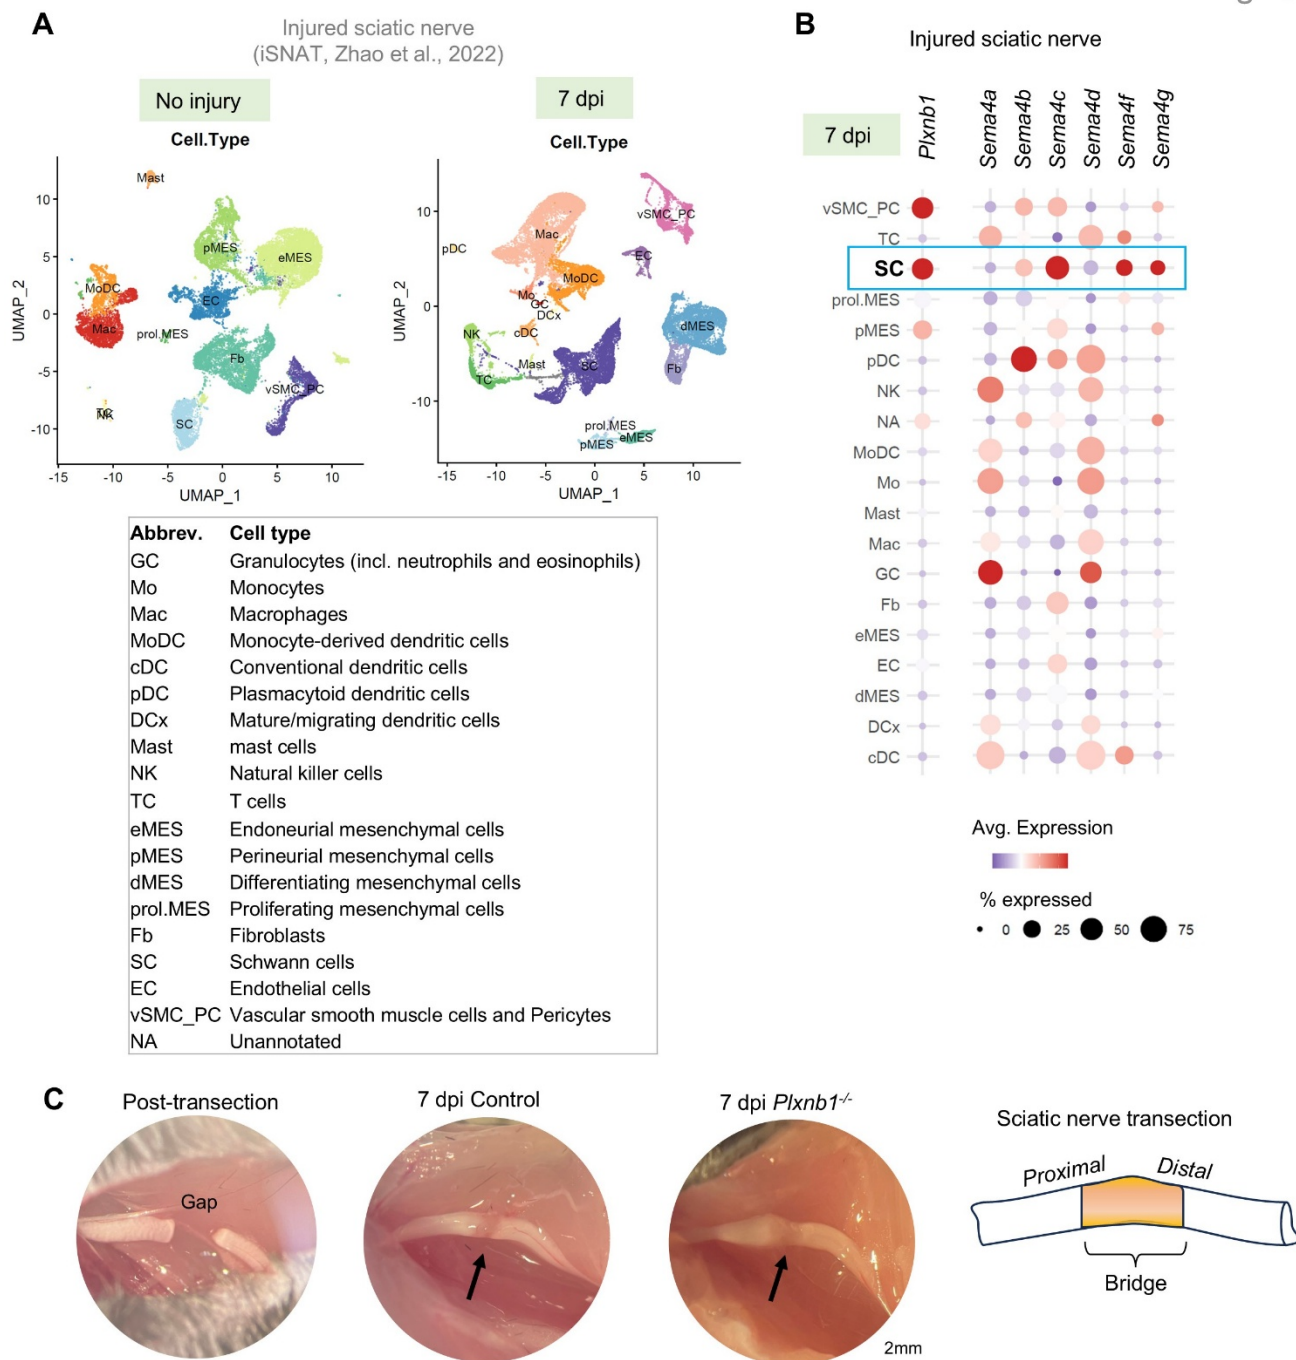

**Fig. S1. Plexin-B1 is induced in Schwann cells after sciatic nerve injury.**

(A) Cell types in the sciatic nerve injury iSNAT datasets (Zhao et al (31)).

(B) Expression of *Plxnb1* and all *Sema4* genes in sciatic nerve cell types, based on iSNAT single-cell RNA-seq data (7 dpi).

(C) Left, sciatic nerve immediately after transection, showing a gap between proximal and distal stumps. By 7 dpi, a nerve bridge connecting the stumps formed in both control and *Plxnb1* KO mice.

Fig. S2

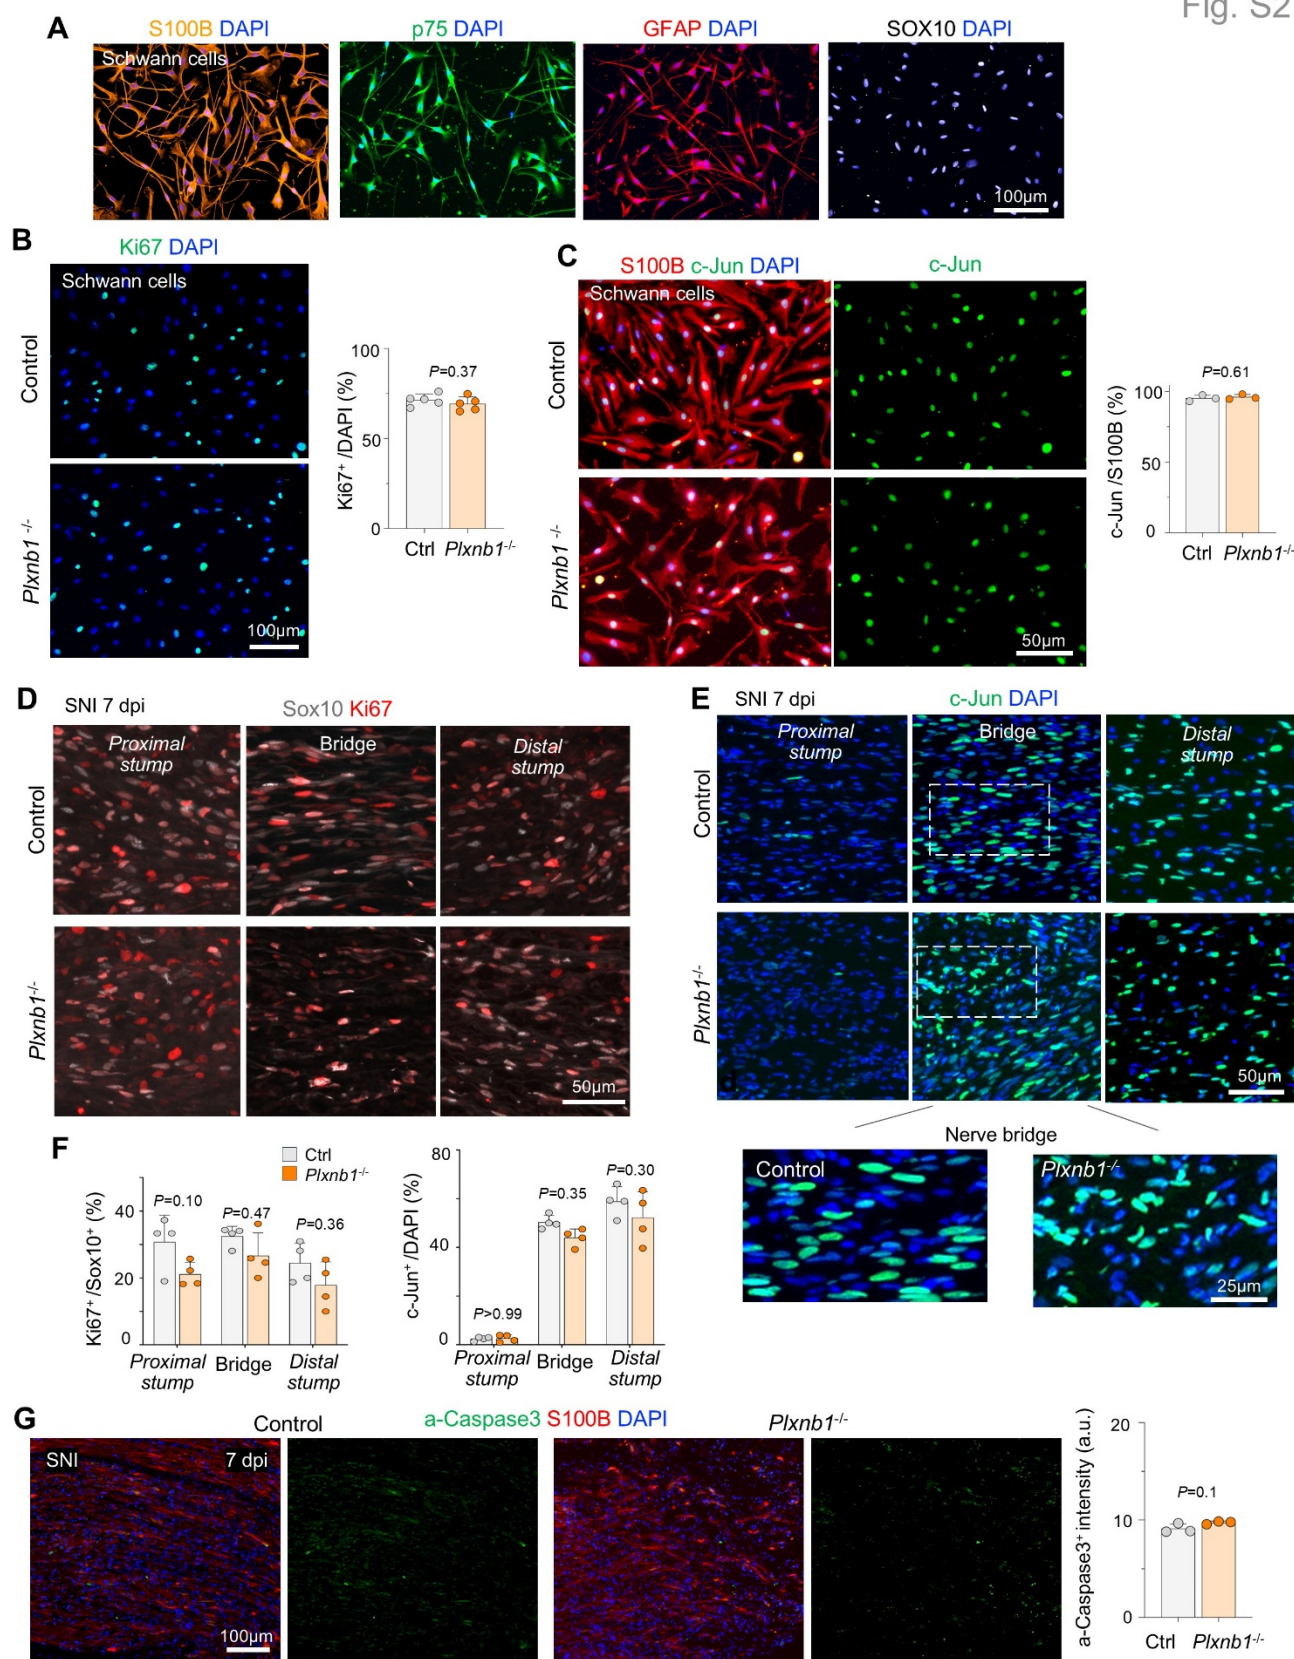**Fig. S2. Plexin-B1 deletion does not affect Schwann cell proliferation and c-Jun induction.**

(A) Immunostaining of primary SC cultures confirms high purity.

**(B, C)** Primary SCs from control and *Plxnb1*<sup>-/-</sup> mice show similar Ki67 and c-Jun expression. Mean ± SEM; Ki67, n=5; c-Jun, n=3; three independent cultures; two-tailed unpaired t-tests.

**(D-F)** Sciatic nerve sections at 7 dpi. In proximal and distal stumps, SCs of both genotypes show elongated nuclei and normal c-Jun/Sox10 patterns. In the bridge, control SCs align with the nerve axis, whereas *Plxnb1*<sup>-/-</sup> SCs show clustered, misoriented nuclei. No significant differences in c-Jun or Ki67 expression across regions. n=4; one-way ANOVA with Tukey's post hoc test.

**(G)** Activated caspase-3 staining shows no increase in apoptosis in *Plxnb1*<sup>-/-</sup> bridges at 7 dpi. n=3; two-tailed unpaired t-tests.

Fig. S3

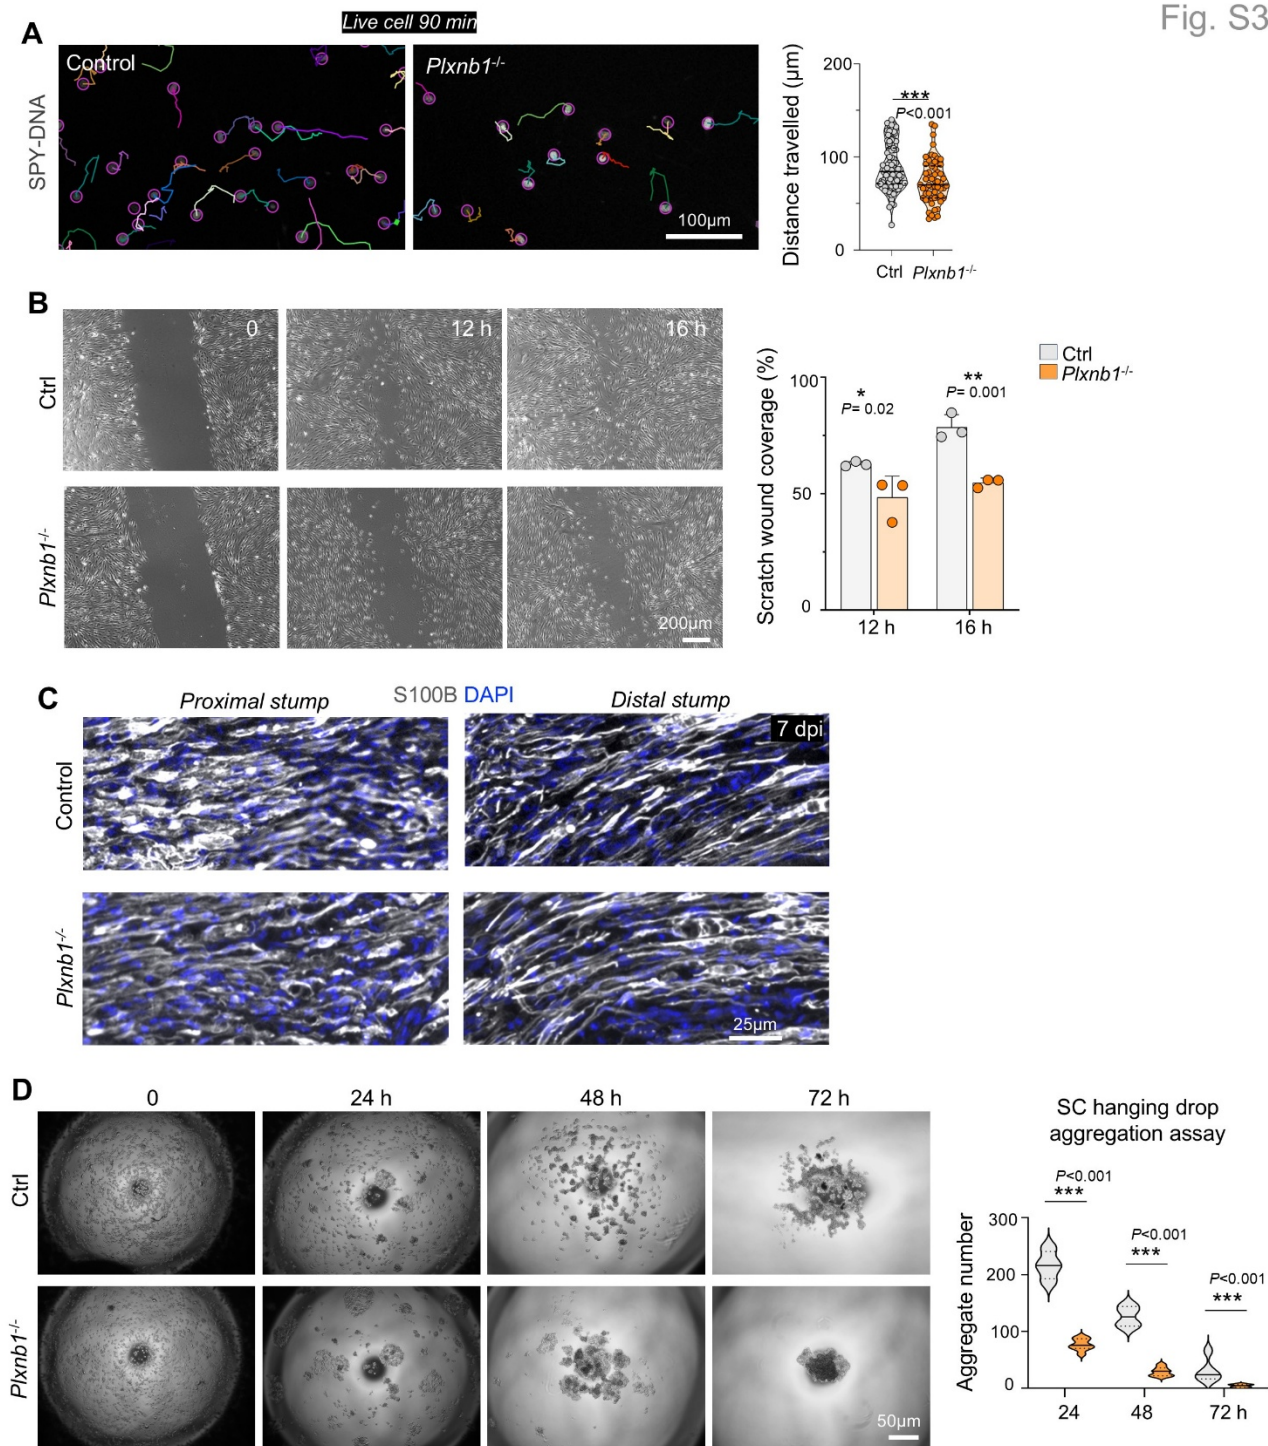

**Fig. S3. Plexin-B1-deficient Schwann cells show altered migration and aggregation.**

(A) Migration distance of cultured SCs over 90 min by live-cell imaging;  $n=45$  (Ctrl) and 42 (*Plxnb1<sup>-/-</sup>*), three independent cultures; two-tailed unpaired t-tests.

(B) Scratch wound assay shows reduced closure of scratch area by *Plxnb1<sup>-/-</sup>* SCs at 12 and 16 h. Mean  $\pm$  SEM;  $n=3$ , three cultures; two-tailed unpaired t-tests.

(C) High magnification of S100 immunostaining of proximal and distal stumps (see Fig. 2B) shows no major disruption in SC alignment (compare disrupted alignment in bridge, Fig. 2C).

(D) Hanging drop assay shows faster aggregation of floating *Plxnb1*<sup>-/-</sup> SCs at 24-72 h into large aggregates, reflected by lower overall aggregate numbers. Violin plots show median and quartiles; n=4-8 drops/group; two-way ANOVA with Sidak's test.

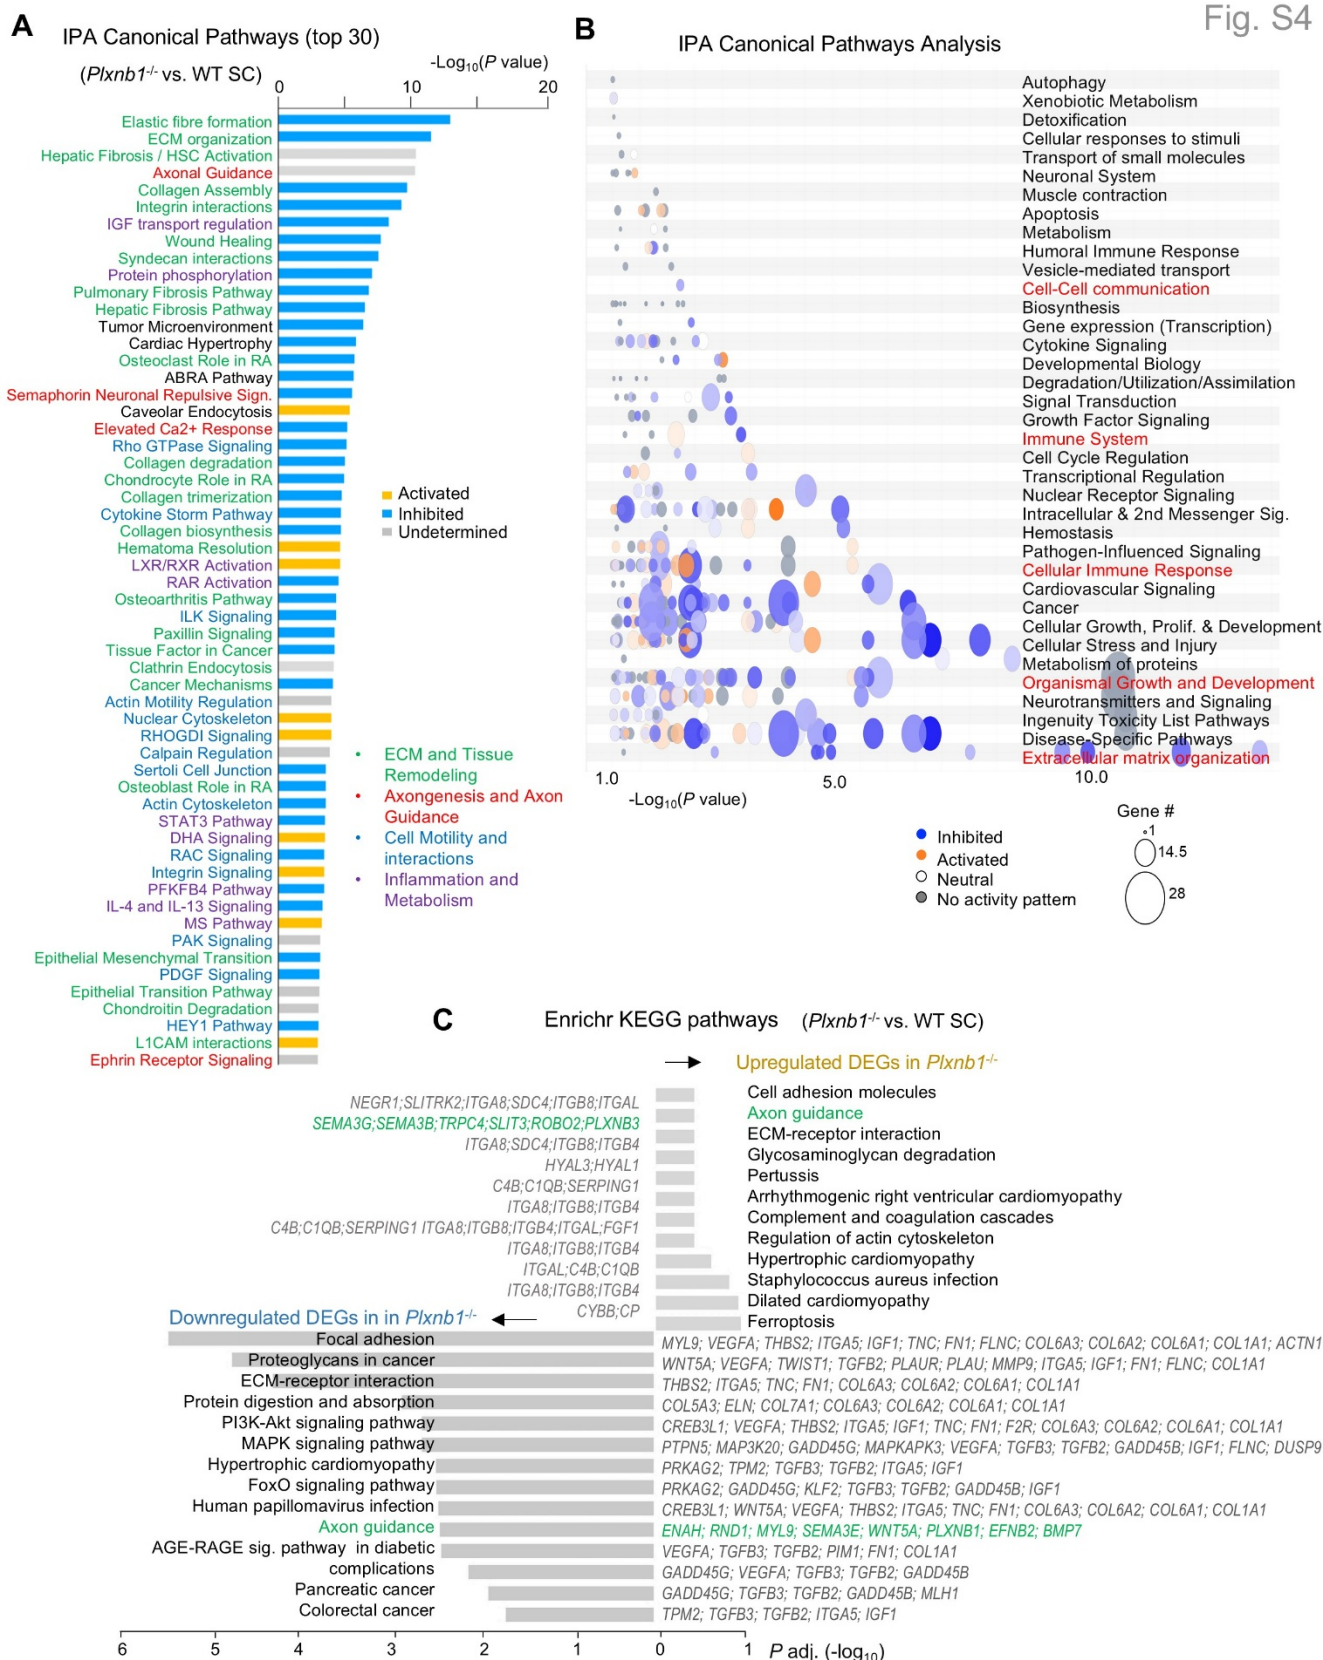

**Fig. S4. Transcriptomic changes in *Plxnb1*<sup>-/-</sup> Schwann cells involve membrane, cytoskeletal, and inflammatory processes.**

- (A) Ingenuity Pathway analysis (IPA) of canonical pathway enrichment of DEGs (*Plxnb1*<sup>-/-</sup> vs. WT SCs;  $P < 0.05$ ;  $|\log_2FC| > 0.25$ ).
- (B) Summary of enriched IPA canonical pathways.
- (C) Enrichr KEGG pathway enrichment analysis of DEGs; axon guidance genes highlighted in green. *Plxnb1* is downregulated; *Plxnb3* shows potential compensatory upregulation.

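*Plxnb3*, on the X chromosome from 73757090 to 73772514, measured 176 ± 31.8 CPM in WT and 243 ± 27.9 CPM in *Plxnb1-/-* SCs (SD, n = 3). The difference between the nearest cultures of the genotypes, WT replicate 1 at 199.9 CPM and *Plxnb1-/-* replicate 1 at 213 CPM, was smaller than the spread within either genotype. The log2 fold change was 0.47 (standard error 0.13, adjusted p = 0.273 from edgeR's quasi-likelihood test) and stayed between 0.33 and 0.57 with each culture left out in turn. DESeq2 gave an adjusted p of 0.0141. *Plxnb2*, the other B-type plexin, measured 462 ± 23.4 CPM in WT and 474 ± 14.1 CPM in *Plxnb1-/-* SCs (SD, n = 3), a log2 fold change of 0.04 (adjusted p = 0.784 from edgeR), and its cultures overlapped between genotypes. It had more counts than *Plxnb1* and *Plxnb3* in both genotypes.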

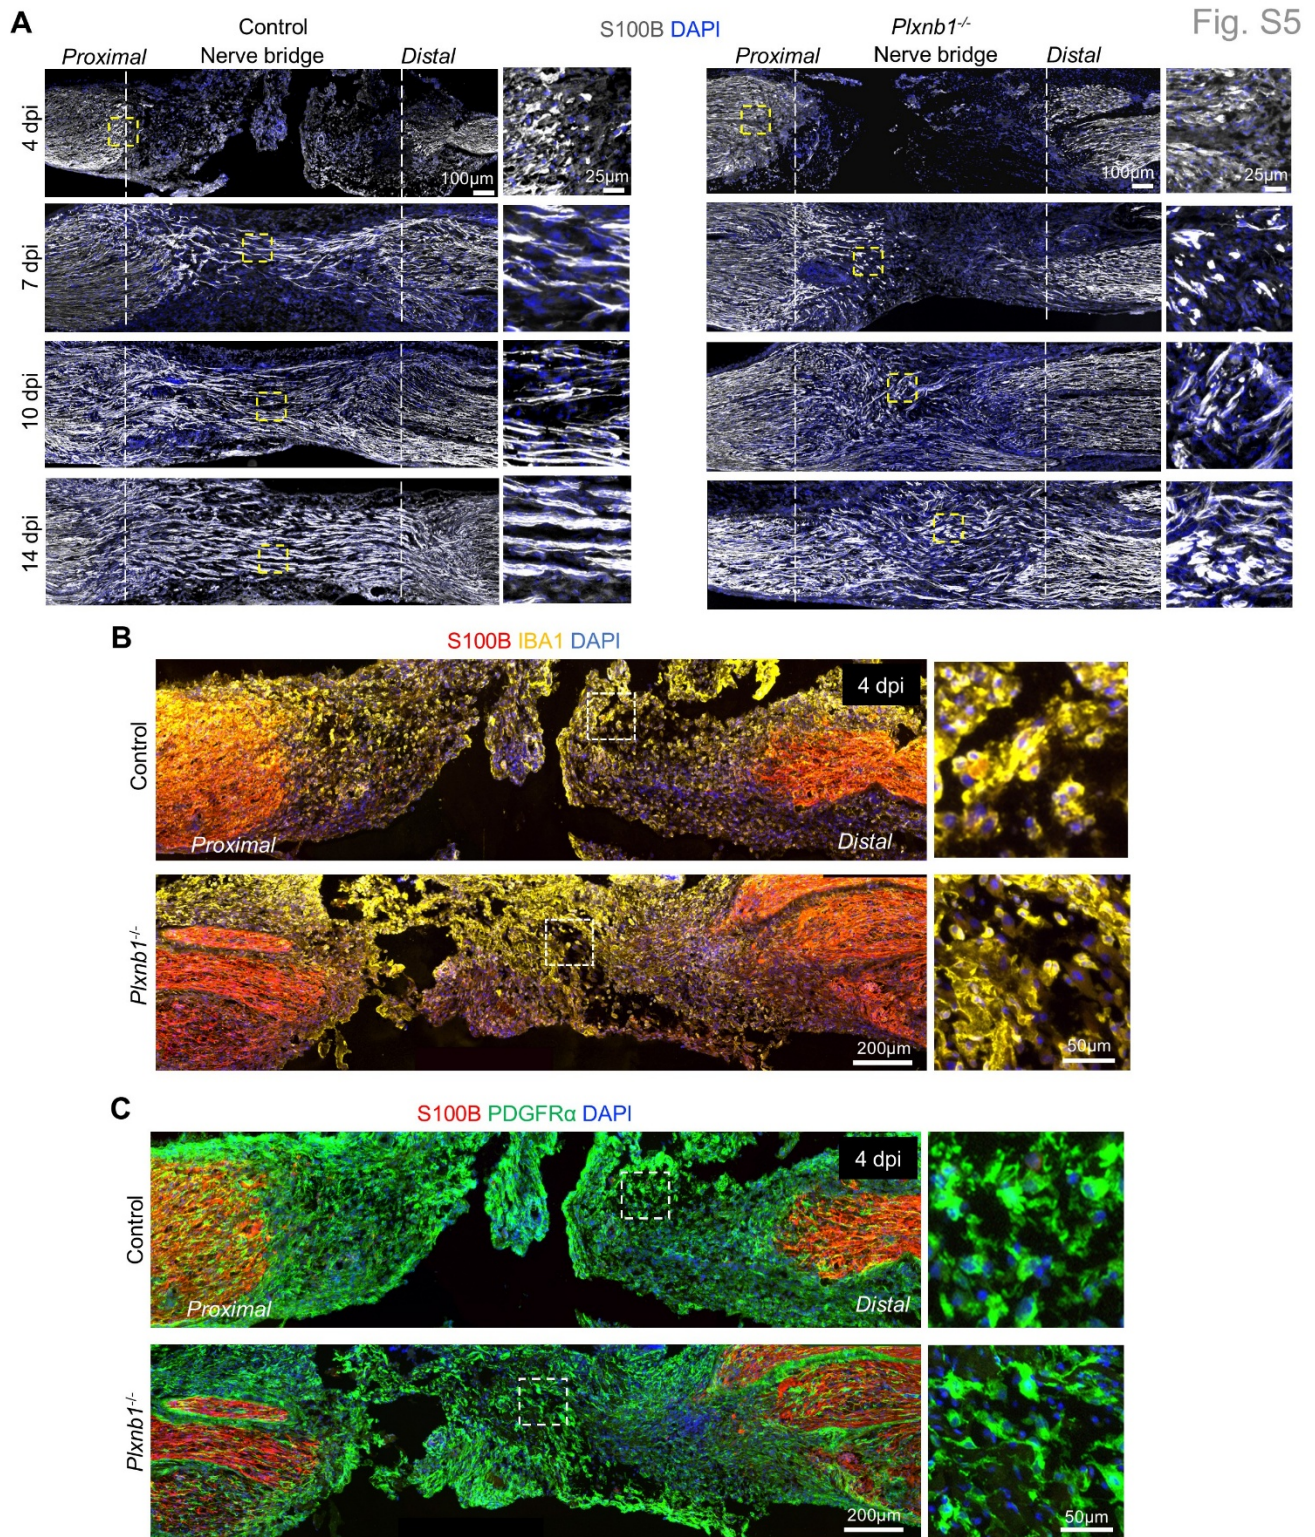

**Fig. S5. *Plxnb1*<sup>-/-</sup> Schwann cells show spatial disarray and delayed migration into nerve bridge.**

(A) Injured sciatic nerves (4-14 dpi) show delayed SC migration and disorganization in *Plxnb1*<sup>-/-</sup> bridges.

(B, C) At 4 dpi, macrophages (IBA1<sup>+</sup>) and fibroblasts (PDGFRα<sup>+</sup>) infiltrate the gap between stumps before SCs (S100B<sup>+</sup>), which largely remain in stumps. Magnified views show similar morphology and random orientation of macrophages and fibroblasts in axon/SC-free gaps in *Plxnb1* mutants and controls.

Fig. S6

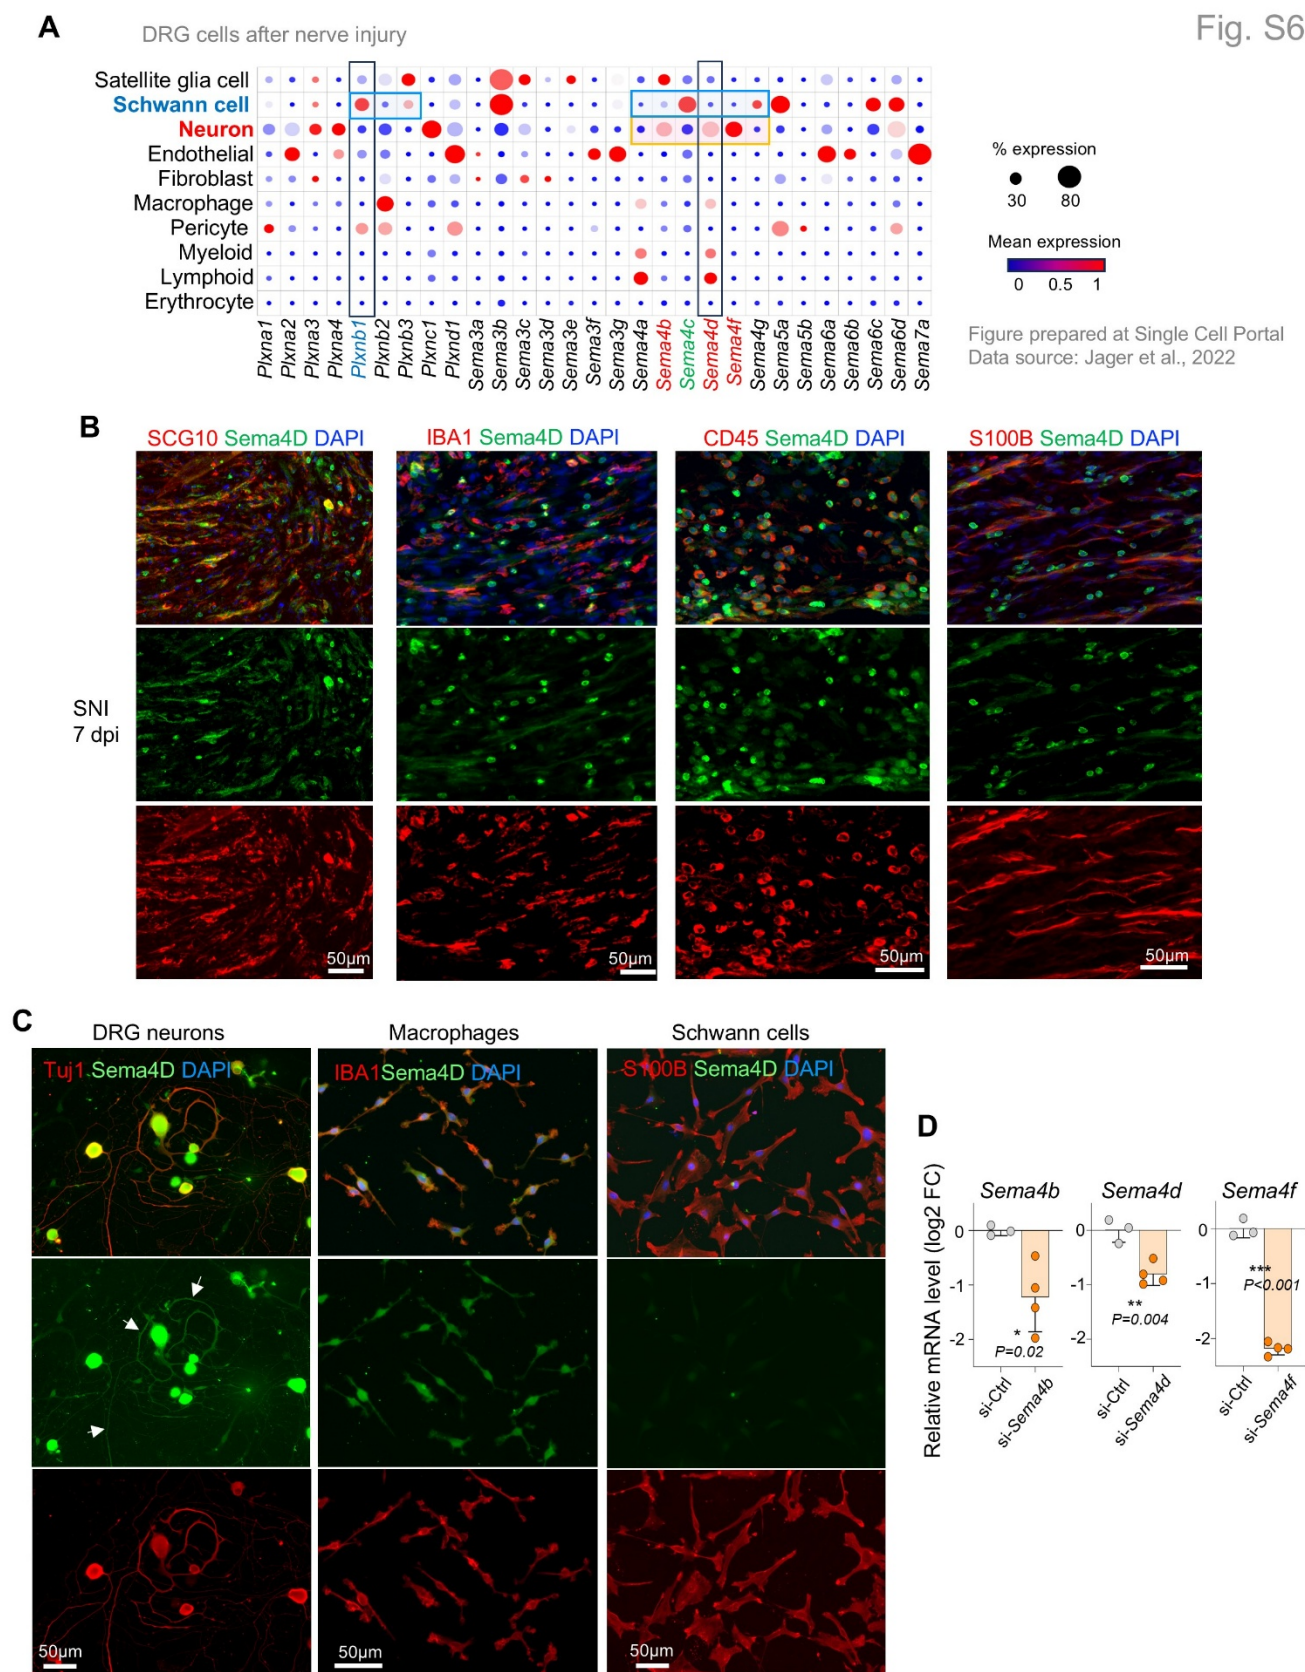

Fig. S6. Expression of Semaphorin-4 genes in injured peripheral nerve.

(A) Expression matrix for all Plexin and all Semaphorin genes from DRG single-cell RNA-seq data that was

obtained after nerve injury (Jager et al (44)).

**(B)** IF of sciatic nerve at 7 dpi for Sema4D and markers of DRG axons (SCG10), macrophages (IBA1), Schwann cells (S100), or immune cells (CD45).

**(C)** IF of cultured neurons, macrophages, and SCs stained for Sema4D and TUJ1 (neurites), IBA1 (macrophages), or S100B (SCs). Sema4D is detected on cell bodies and on axons (arrows).

**(D)** qRT-PCR of DRG neurons transfected with siRNA against *Sema4* genes confirms efficient knockdown. Mean  $\pm$  SEM; n = 3 for si-Control, n = 4 for siRNA groups; two-tailed unpaired t-tests.

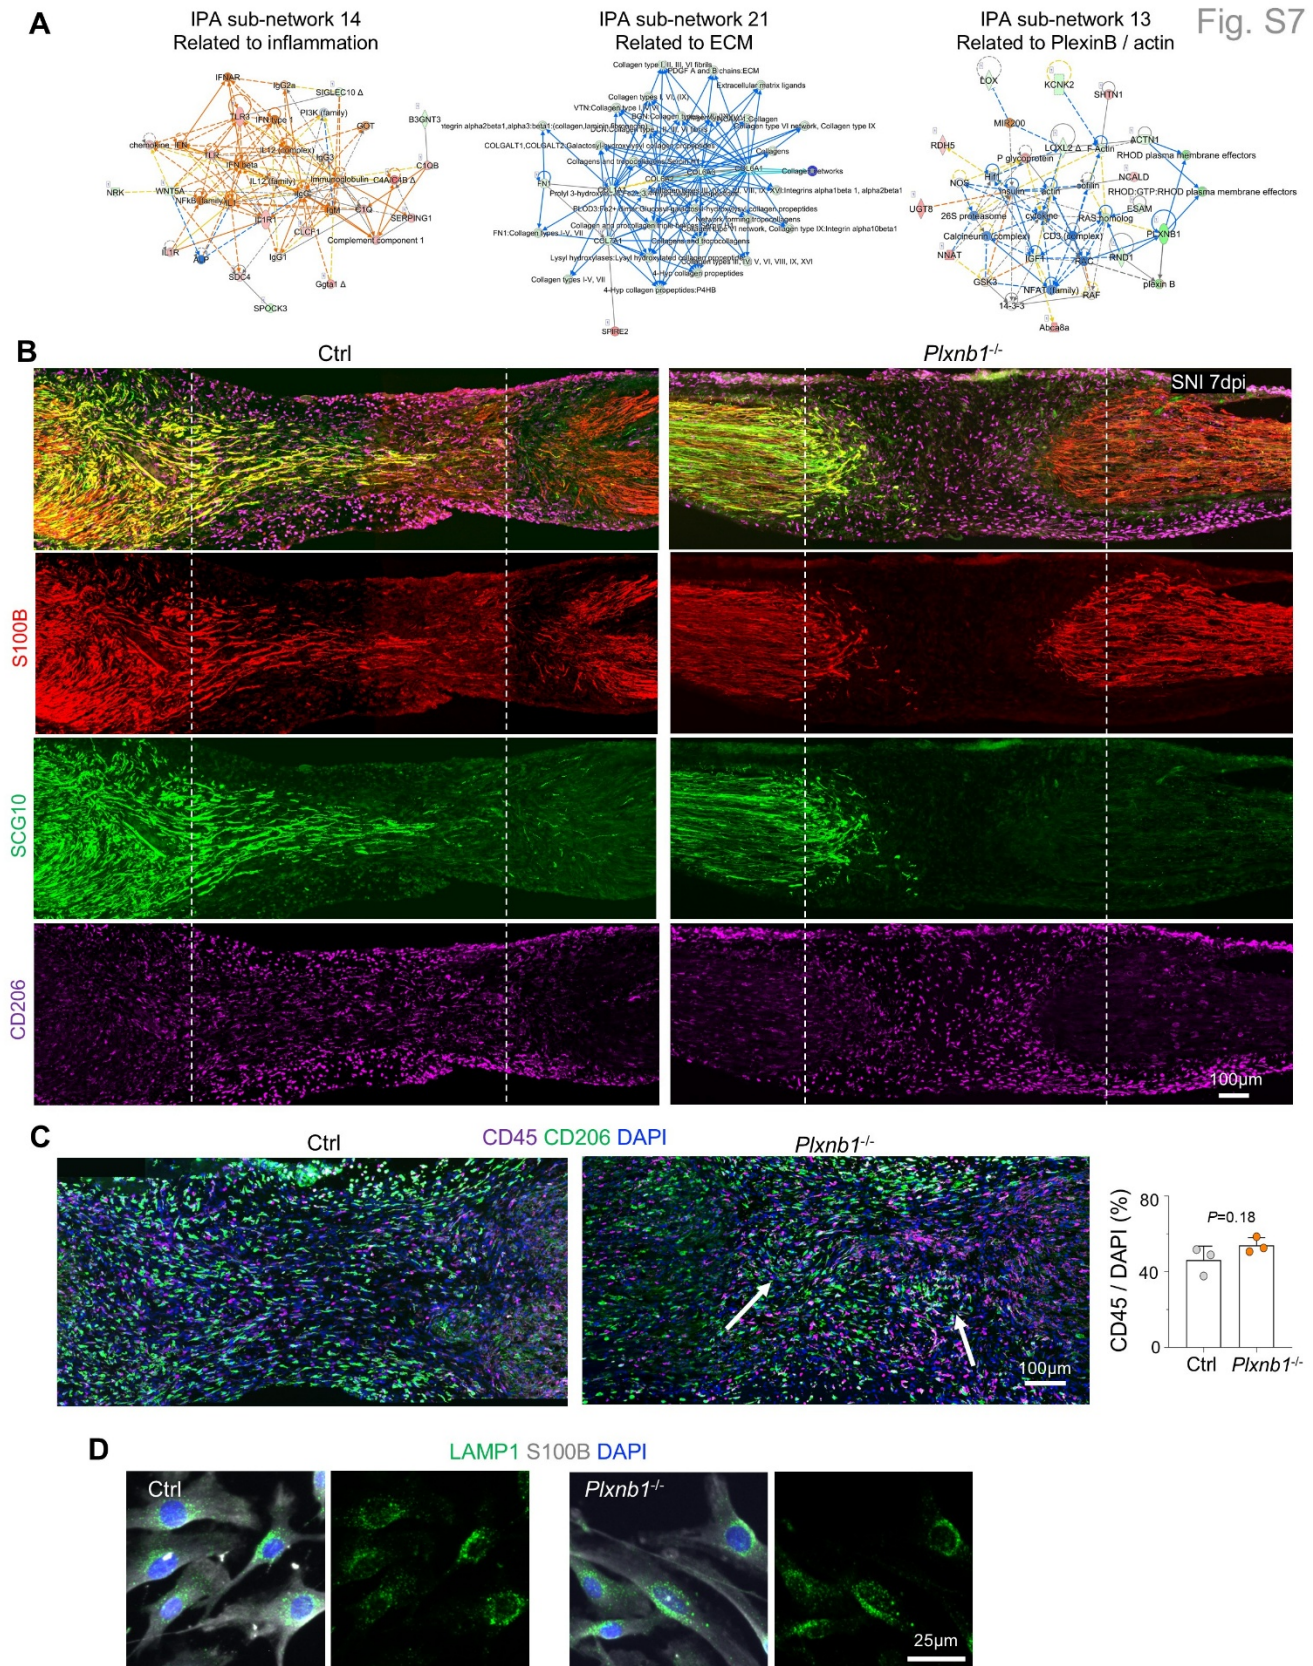

**Fig. S7. Plexin-B1 deletion causes spatial disarray and delayed migration of SCs into nerve bridge.**

(A) IPA subnetworks show predominant activation of inflammation-related genes and inactivation of ECM- and

actin-related genes in *Plxnb1*<sup>-/-</sup> SCs.

**(B, C)** IF and quantification of SCs (S100B<sup>+</sup>), regenerating axons (SCG10<sup>+</sup>), and pro-repair macrophages (CD206<sup>+</sup>) at 7 dpi. In *Plxnb1*<sup>-/-</sup> nerves, CD206<sup>+</sup> macrophages cluster proximally and orient vertically to the nerve axis (arrows). Quantifications of CD206<sup>+</sup> among CD45<sup>+</sup> cells show no significant differences. Mean  $\pm$  SEM; n=3; two-tailed unpaired t-tests. The S100B and SCG10 stainings of (B) are also shown in Fig. 6D.

**(D)** IF of control and *Plxnb1*<sup>-/-</sup> SCs shows similar LAMP1 and S100B expression.

Fig. S8

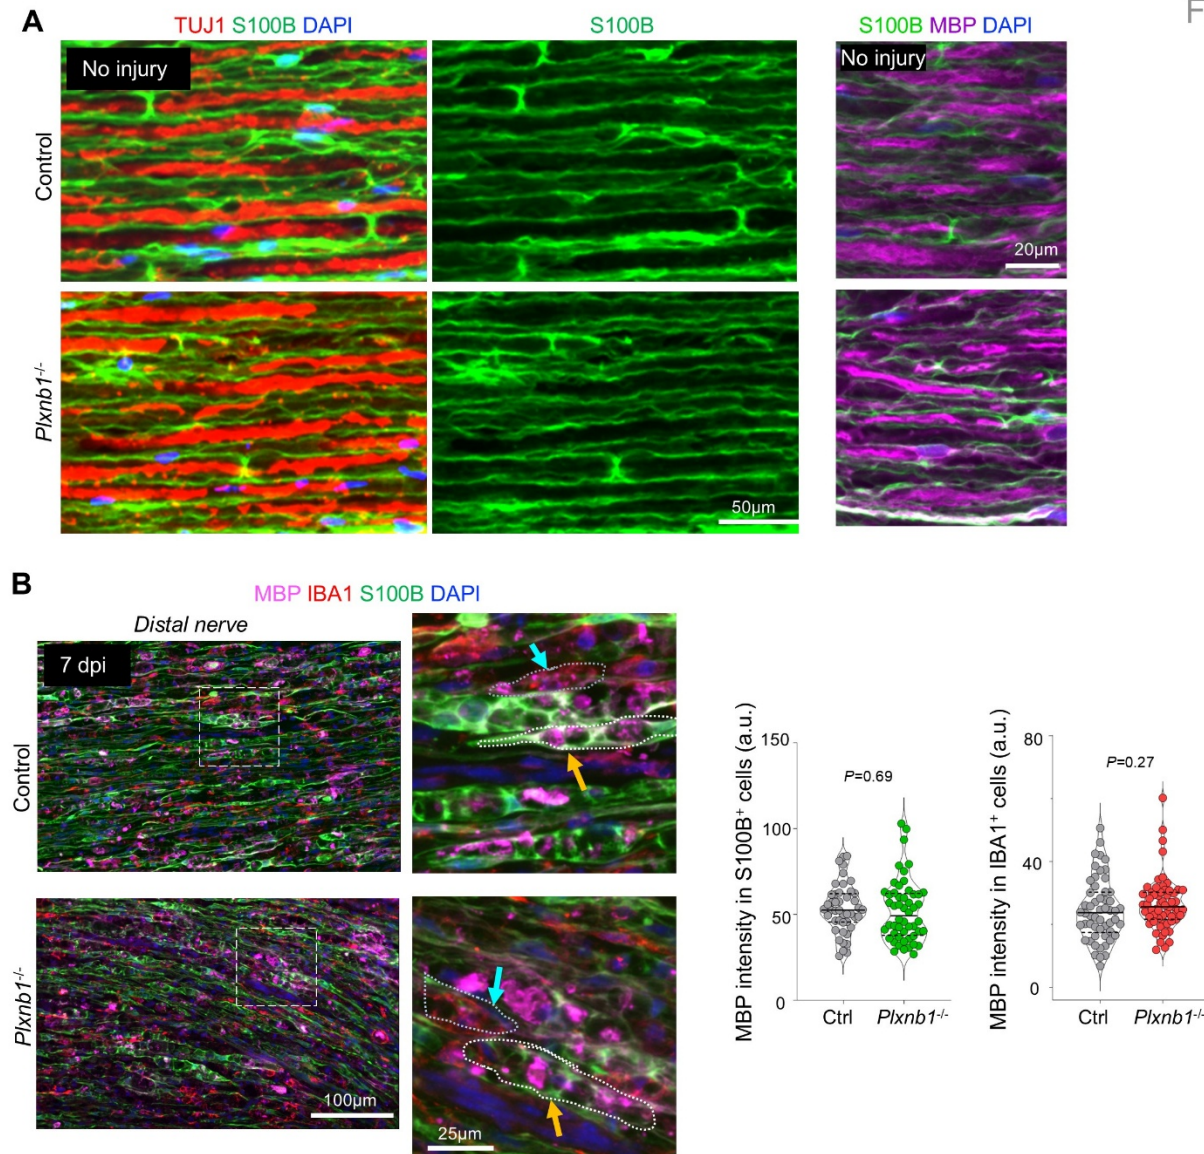

**Fig. S8. Plexin-B1 knockout does not affect nerve development or myelination.**

(A) IF of uninjured sciatic nerves from control and *Plxnb1<sup>-/-</sup>* adult mice shows similar ensheathment of axons (TUJ1<sup>+</sup>) by SCs (S100B<sup>+</sup>) and similar myelination (MBP) levels. DAPI for nuclei.

(B) MBP staining in distal nerve stump at 7 dpi shows comparable myelin debris phagocytosed by macrophages (IBA1<sup>+</sup>, blue arrows) and SCs (S100B<sup>+</sup>, orange arrows). Violin plots show MBP levels with median and quartiles; S100B<sup>+</sup>: n=45 (Ctrl), n=52 (*Plxnb1<sup>-/-</sup>*); IBA1<sup>+</sup>: n=54 (Ctrl), n=60 (*Plxnb1<sup>-/-</sup>*); three mouse pairs; two-tailed unpaired t-tests.

Fig. S9

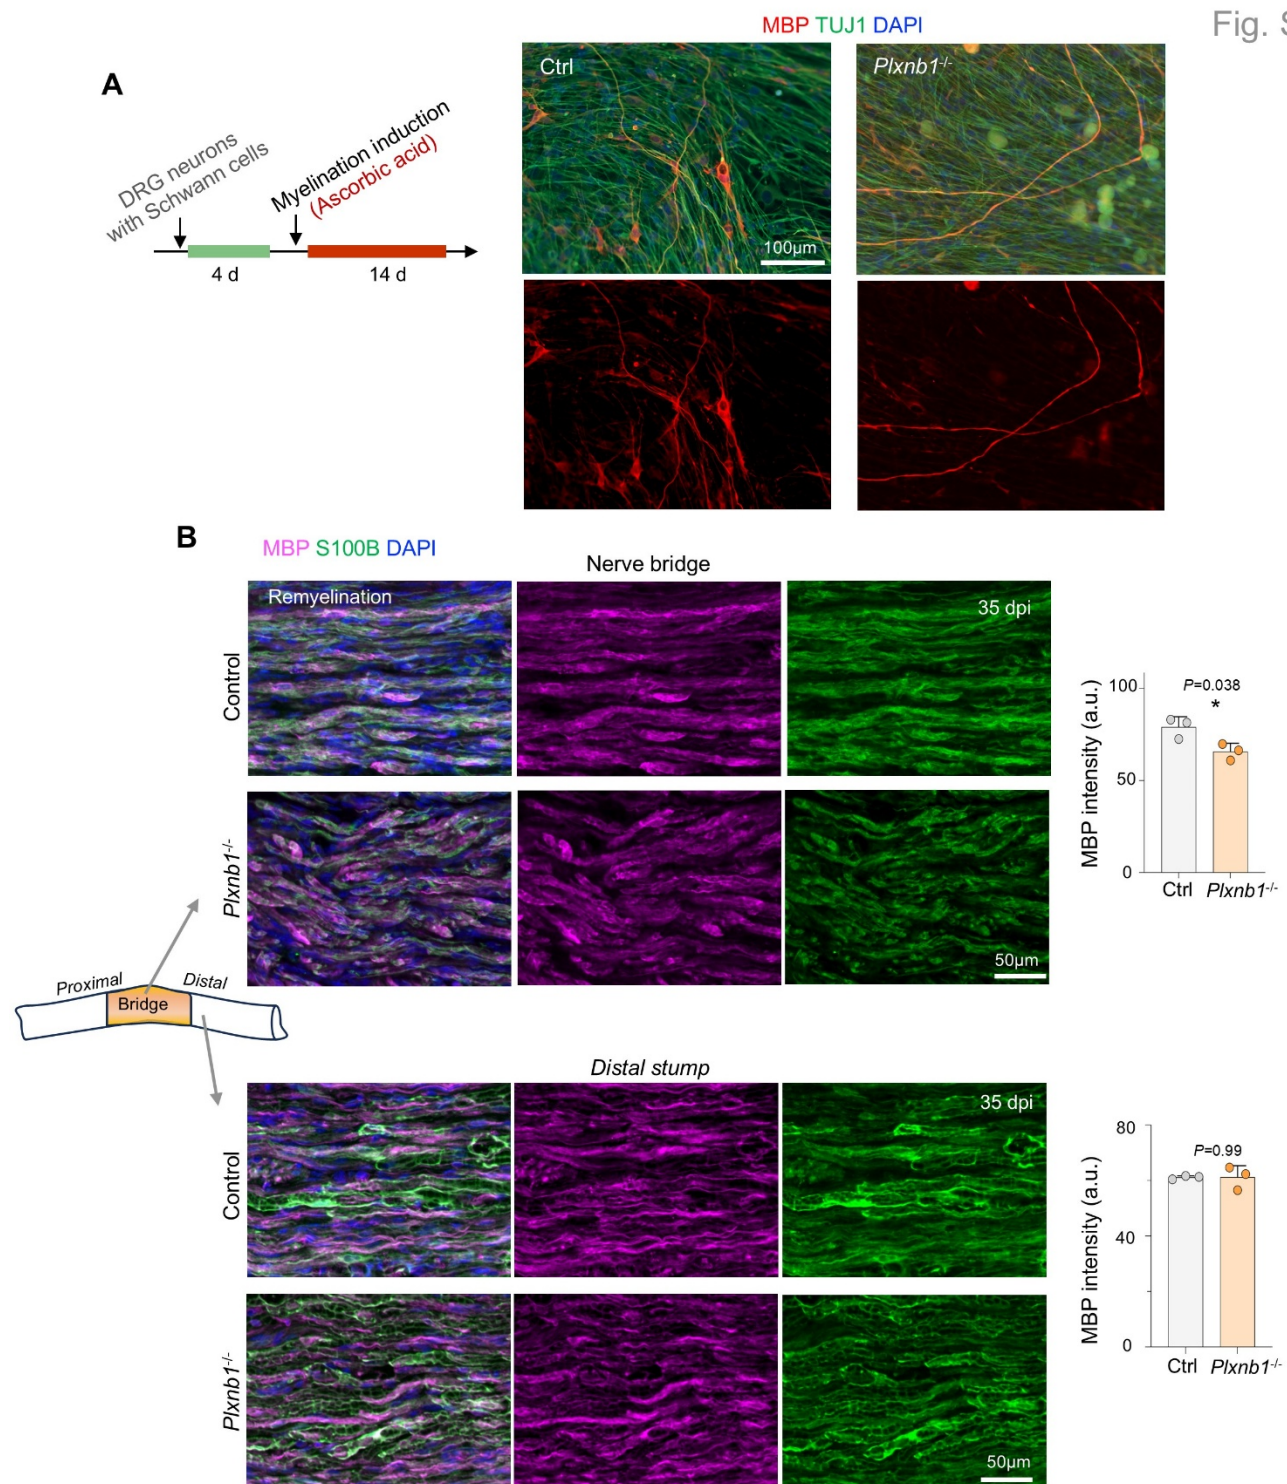

**Fig. S9. Myelin breakdown and remyelination are unaffected by *Plxnb1* deletion.**

(A) Left, timeline of co-culture of adult DRG neurons with SCs from control or *Plxnb1*<sup>-/-</sup> mice. Induction of myelination by ascorbic acid. Right, IF shows similar myelin (MBP<sup>+</sup>) levels in both genotype conditions.

(B) IF of sciatic nerves at 35 dpi shows remyelination (MBP<sup>+</sup>) in both genotypes, with some spatial disarray in the nerves of *Plxnb1*<sup>-/-</sup> mice. Mean ± SEM; n=3; two-tailed unpaired t-tests.

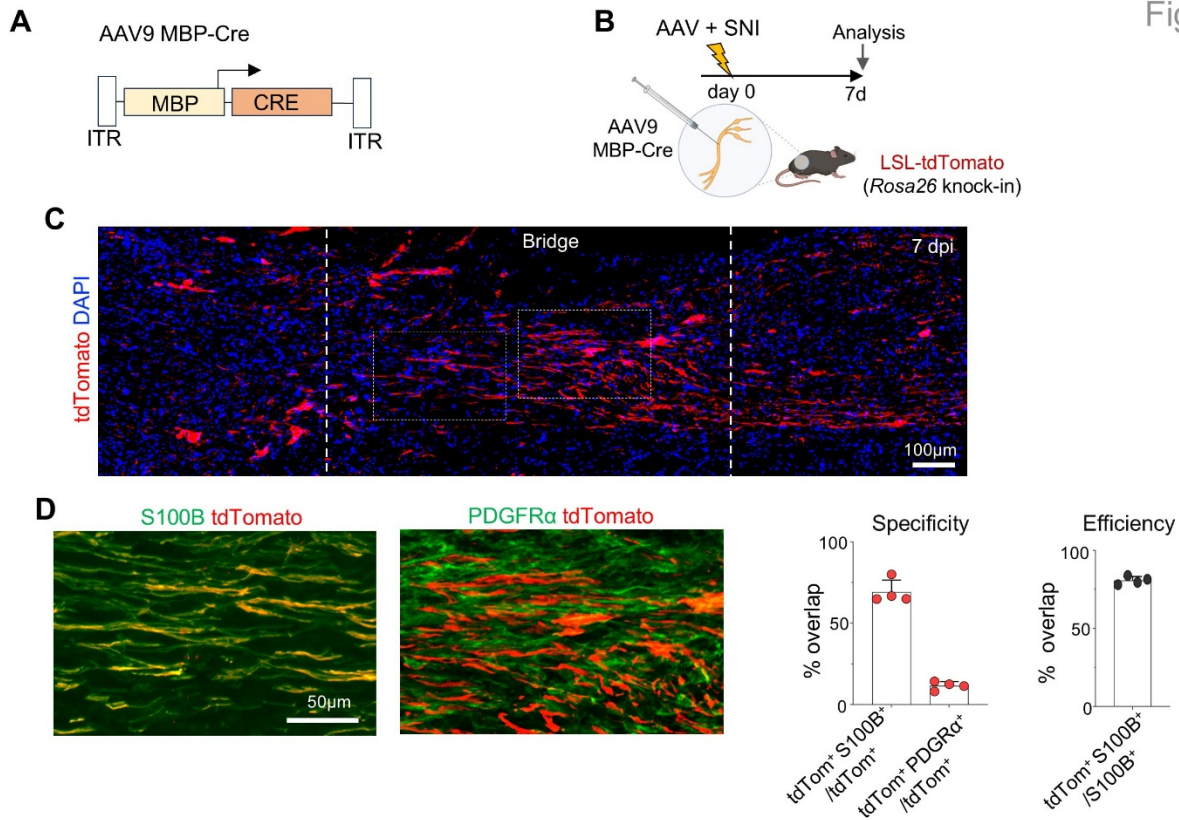

**Fig. S10. AAV9 with MBP promoter to target Schwann cells.**

(A) Diagram of AAV9 vector with myelin basic protein (MBP) promoter to drive expression of Cre recombinase in SCs.

(B) Intrasciatic injection of AAV vector into *Rosa26* LSL-tdTomato mice immediately before transection injury. Figure was created in BioRender. Li, J. (2025) <https://BioRender.com/m19u012>.

(C) Fluorescence images from 7 dpi nerves shows tdTomato<sup>+</sup> cells, enriched in the bridge versus stumps.

(D) IF shows high overlap of tdTomato signal with SCs (S100B<sup>+</sup>) and to a lower degree with fibroblasts (PDGFRα<sup>+</sup>). Quantification indicates transduction specificity and efficiency for SCs. Mean ± SEM; n=4 bridge fields, two independent experiments.

## **Legends for Supplementary Tables and Movies**

### **Table S1. DEGs from PB1 KO vs WT SCs.**

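Table S1 gives a log2 fold change and a −log10 p for 370 genes, 173 higher and 197 lower in *Plxnb1-/-* SCs. By the values it prints, 325 of them have an absolute log2 fold change above 0.25. All but 1 of its symbols were matched to the count table, and the 369 matched genes were all tested. Each had the table's direction in edgeR's fit, and 366 had no overlap between the cultures of the genotypes. The median absolute log2 fold change of these genes was 0.40. The table's log2 fold changes differed from those of DESeq2 run on the deposited counts by at most 0.01. DESeq2 called 322 of the 369 genes at both cutoffs and gave 364 an adjusted p below 0.05. edgeR's quasi-likelihood test called most of them with no filter on low counts but, with the filter, 4, among them *Plxnb1*, *Nmnat3*, and *Hyal1*. All 369 had an unadjusted p below 0.05 in edgeR's fit, the highest being 0.0137, and the lowest adjusted p among those not called was 0.0701. DESeq2 also called 13 genes that are not in Table S1. Of these, 3 are Rpl29 and its copies Gm10709 and Gm6344, with DESeq2 adjusted p of 2.60e-175, 8.99e-62, and 8.14e-60, each lower than that of any gene in the table. Of the 368 genes other than *Plxnb1*, 23 (6.25%) lie within 10 Mb of *Plxnb1*, against 1.21% of the tested genes (two-sided Fisher's exact test, p = 1.45e-10).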

Differentially expressed genes (DEGs) from RNA-seq of Schwann cells (*Plxnb1*<sup>-/-</sup> vs. WT). Cutoff: adjusted  $P < 0.05$ ;  $|\log_2\text{FC}| > 0.25$ .

### **Table S2. Ingenuity Canonical Pathways.**

Ingenuity Canonical Pathways analysis, based on differential gene expression profile of Schwann cells derived from *Plxnb1*<sup>-/-</sup> vs. wild-type mice.

### **Movie S1. Schwann cell (WT) live cell imaging.**

Live cell imaging of Schwann cells (wild-type), stained with membrane dye NR12 and nuclear dye SPY-DNA. WT SCs display contact inhibition of locomotion.

### **Movie S2. Schwann cell (PB1 KO) live cell imaging.**

Live cell imaging of Schwann cells (*Plxnb1*<sup>-/-</sup>), stained with membrane dye NR12 and nuclear dye SPY-DNA. PB1 KO cells showed trend of clustering together.

How the deposited data were processed for this re-analysis (not part of the article)

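The samples are bulk RNA-seq libraries of primary SCs cultured from dorsal root ganglia, 3 from WT and 3 from *Plxnb1-/-* mice, grouped by the genotype that the sample labels give. The authors trimmed the reads, aligned them to the mouse genome with Bowtie2, removed duplicates and made the deposited count table with FeatureCounts, as counts on the exons of each gene without normalization. The authors also deposited FPKM values. The length behind the FPKM values was worked out from the ratio of count to FPKM, and it equals the span of the gene from start to end in 99.3% or more of the genes compared, and the length of its exons in between 10.0% and 10.8%. No reads were aligned again.

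The count table lists 55401 genes, of which 55141 matched the GENCODE annotation of GRCm38 used here once the version of the identifier was left off, and 54349 with it. This release is older than the one the authors used. Total counts lay between 59252048 and 77280964 per library, and 3 counts, the smallest number taken as detected, correspond to between 0.0388 and 0.0506 CPM. These floors cover counting error only, since duplicates were removed without molecular identifiers. Pearson's r of log2(count + 1) between libraries, taken across genes, which are not independent replicates, lay between 0.9911 and 0.9927.

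Genes with at least 2 counts in at least 5 of the 6 libraries were kept, which left 22318. The genotypes were compared with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, genotype as the only term) under R 4.3.3. The Benjamini-Hochberg adjustment ran over all tested genes, and a gene was called at an adjusted p below 0.05 and an absolute log2 fold change above 0.25. DESeq2 1.42.0, the tool the paper names, was run on the same genes with its default settings. Standard errors were taken from the log2 fold change and the square root of edgeR's F statistic. Principal components were computed on log2 CPM with a prior count of 2. FPKM values were compared on log2(FPKM + 0.1) with an exact two-sided permutation test, whose smallest possible p for 3 against 3 is 0.1. Gene sets were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01, with adjustment over the 25 sets that had at least 5 tested genes. A two-sided Fisher's exact test compared the share of called genes within 10 Mb of *Plxnb1* with the share of all tested genes. Tables were made with Python 3.11.15, pandas 2.3.3 and SciPy 1.17.1, and copies of *Rpl29* were found with BLAST 2.17.0 as genes covered by it over at least 80% of their length.

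The 3 replicates of a genotype carry the numbers 1 to 3, but the same number in both genotypes stands for different animals, and neither the labels nor the paper's text gives a pairing. Replicate number was therefore left out of the model and added only as an alternative.

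The genes named are *Plxnb1*, the genes that the paper names from these data or plots in Fig. 4F, the most and least changed members of the lists in Figs. 4C, 6A, and 8A, the called genes with the largest rise and fall whose genotypes do not overlap, and genes whose protein the paper stained or, for *Thy1*, used to sort cells. Genes of the region around *Plxnb1*, copies of *Rpl29*, genes on the Y chromosome, and single members of gene sets were added after their values had been seen.

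The alternatives were DESeq2's size factors and upper-quartile factors in edgeR, edgeR with robust dispersion, DESeq2 with and without its filters and with shrunken fold changes, limma on log2 FPKM, other filters on low counts, no cutoff on the fold change, a term for the replicate number, the chromosome of *Plxnb1* left out, and each library left out in turn. These, the gene sets and the rule for named genes were set before the data were examined. edgeR's exact test, limma's voom with sample weights, edgeR's newer quasi-likelihood estimate, and DESeq2 without the chromosome of *Plxnb1* were added after seeing the data.

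On simulated data with 21726 tested genes, of which 200 were changed, edgeR called 98 of 100 genes changed by 1 log2 unit, 73 of 100 changed by 0.5 and 13 unchanged genes. DESeq2 called 99, 78 and 28. The changed genes had a mean above 1 CPM, and the counts of each gene were drawn independently. Differences that a culture shares across genes are therefore missing from the simulation, for single genes and for gene sets. A set with raised genes was found by camera, and 0 of 20 random sets passed. Gene Ontology and Ingenuity terms, the read coverage of single exons, and the experiments other than RNA-seq were not analysed here.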

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

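Both items in this part are signals in genes that the paper does not discuss. The tests on copies of *Rpl29*, on the shared level of the Y-linked genes, and on the sex of *Plxnb1-/-* replicate 3 were chosen only after the result was seen, while the test of a sex difference between the genotypes was set earlier.

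*Rpl29*, which encodes a ribosomal protein and lies 2.66 Mb from *Plxnb1*, fell by 3.83 on the log2 scale in *Plxnb1-/-* SCs, the lowest edgeR adjusted p of all tested genes (3.34e-05, lower in 3 of 3 *Plxnb1-/-* cultures). It had 8147, 5049, and 9045 counts in WT replicates 1, 2, and 3 and 653, 533, and 581 counts in *Plxnb1-/-* replicates 1, 2, and 3. Among the genes called with it are 3 copies of its sequence, and their lowest identity to it is 98.3%, so a candidate explanation for their joint fall is that reads of *Rpl29* were counted on them. Bowtie2 does not span introns, and reads across the exon junctions of *Rpl29* match such copies, which have no introns. Other copies rose. Gm8210 had a mean of 14.4 CPM in *Plxnb1-/-* SCs, with 14, 530, and 58 counts in WT replicates 1, 2, and 3 and 1125, 1069, and 975 counts in *Plxnb1-/-* replicates 1, 2, and 3. Gm13841 had 405, 769, and 399 counts in WT and 1371, 1094, and 1072 counts in *Plxnb1-/-* SCs. A sequence variant in *Rpl29* that moves its reads from one copy to another could give the rise of these copies. Such a move between copies would keep their sum if every moved read stayed counted. The sum over *Rpl29* and its copies fell from 147 ± 17.9 to 42.8 ± 1.64 CPM (SD, n = 3), a log2 ratio of −1.78. Exchange that keeps every read counted therefore does not account for most of the fall of *Rpl29*. Reads that a variant removes from the counts altogether would lower the sum too, so the test cannot tell whether a variant gave the fall. Whether exchange accounts for the rise of Gm8210 and Gm13841 cannot be told, since that rise had been seen before the test. In WT replicate 2, *Rpl29* was lower and Gm8210 higher than in the other WT cultures. No biological explanation was tested, and *Rpl29* lies in the region around *Plxnb1* that is treated under the other observations.

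Genes of the Y chromosome (*Ddx3y*, *Kdm5d*, *Eif2s3y*, and *Uty*) had 0 counts in each WT library, where the floor lies between 0.0423 and 0.0506 CPM. Their sum was 404 counts in *Plxnb1-/-* replicate 1, 517 in replicate 2, and 10850 in replicate 3. *Xist*, which is expressed from the inactive X chromosome of females, stood in *Plxnb1-/-* replicate 3 at 4.92% of the mean of the other 5 libraries. The Y-linked sums of *Plxnb1-/-* replicates 1 and 2 were 3.34% and 4.56% of that of replicate 3. The shares of the 4 genes within this sum did not differ from those of replicate 3 in replicate 1 (chi-square test of homogeneity, p = 0.0935) or in replicate 2 (p = 0.338), so a candidate explanation is a small share of male cells or reads in these libraries. The data do not tell cells mixed in culture from reads mixed between libraries. The lowest Y-linked sum of a *Plxnb1-/-* library, 404 counts, is above the 0 counts of the WT libraries, but *Xist* stood at 263 CPM and 237 CPM in *Plxnb1-/-* replicates 1 and 2 and at 241, 215, and 226 CPM in WT replicates 1, 2, and 3. These libraries are thus mostly female, and the sex of the donors does not separate the genotypes as a whole. The small male share does not account for the largest changes, since *Rpl29* stood at 8.35 CPM and 7.35 CPM in *Plxnb1-/-* replicates 1 and 2, where replicate 3 had 8.38 CPM, and *Plxnb1* at 13.1 CPM and 16.6 CPM, where replicate 3 had 18.6 CPM. For the smaller changes that DESeq2 alone calls, a contribution of sex to their size cannot be told apart from the genotype. DESeq2 was not run without *Plxnb1-/-* replicate 3. Of the 369 tested genes of Table S1, 366 had no overlap between the genotypes, the mostly female *Plxnb1-/-* cultures included. All 369 kept their direction in edgeR's fit without replicate 3. These values argue against the sex of replicate 3 alone for these genes, although the list was chosen on these libraries. Of the genes called by edgeR, 0 lie on X or Y, where DESeq2 calls 12 of its 335 genes there. The 4 Y-linked genes named above had too few libraries with counts to be tested, so they could not have been called, and the 0 says nothing about them. Without *Plxnb1-/-* replicate 3, edgeR called 4 genes, and all 4 are among the 8 called with it, so the calls of these genes do not rest on the sex of that culture. For the other genes, *Plxnb1* among them (log2 fold change −2.19, adjusted p = 0.125 from edgeR without that culture), the loss of the call cannot be told apart from the smaller number of cultures. A biological role of *Plxnb1* in these counts was not tested.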

How the results depend on the processing

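The 4 alternatives named below as added were chosen only after the result was seen.

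The number of called genes, 8 with edgeR's quasi-likelihood test (1 higher and 7 lower), depended most on the test. DESeq2 called 335 genes (154 higher, 181 lower), and 282 (121 and 161) without its filters. With no filter on low counts, edgeR's quasi-likelihood test called 296 genes (120 and 176). Dropping the filter thus changes this test's number about as much as a change of tool does. Stricter filters did not, with 7 genes (1 and 6) under filterByExpr and 6 (1 and 5) with at least 10 counts in every sample. Limma on log2(FPKM + 0.1) and on log2(FPKM + 1) called 3 genes each (0 higher, 3 lower), and leaving out the chromosome of *Plxnb1* left 2 (0 and 2). With a term for the replicate number there were 5 (0 and 5). That term has no basis in the design, as the correlations of same-numbered cultures within genotype-centered values were −0.0218, 0.00782, and 0.0653. Among the added alternatives, edgeR's exact test called 287 genes (119 and 168), limma's voom with sample weights 13 (1 and 12), and DESeq2 without the chromosome of *Plxnb1* 285 (137 and 148). Across the 6 fits that each left out one culture, edgeR called from 4 to 25 genes (0 to 8 higher, 4 to 17 lower). The 25 were called without WT replicate 2. Of the 24 other than *Plxnb1*, 12 lie within 10 Mb of it (50.0%, two-sided Fisher's exact test, p = 1.79e-17). With every culture kept, 3 of 7 do (42.9%). The cause of the larger number was not tested. With DESeq2's size factors, upper-quartile factors, edgeR's newer estimate, and no cutoff on the fold change, the number stayed at 8. DESeq2 called 7 of the 8 genes. At an unadjusted p below 0.05 edgeR has 3063 genes.

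*Plxnb1* fell under each alternative, with log2 fold changes from −2.30 to −1.74 across the fits that left out a culture. In those fits its edgeR adjusted p ran from 0.00169 to 0.268. With DESeq2's shrinkage, *Plxnb1* had a log2 fold change of only −0.33. It was above the threshold with robust dispersion (−2.08, adjusted p = 0.220 from edgeR), with filterByExpr (−2.08, adjusted p = 0.0715 from edgeR), with at least 10 counts in every sample (−2.08, adjusted p = 0.0788 from edgeR), and with limma on log2(FPKM + 0.1) (−1.86, adjusted p = 0.413) and log2(FPKM + 1) (−1.14, adjusted p = 0.413). *Plxnb3* passed with DESeq2 (0.46, adjusted p = 0.0141), without DESeq2's filters (0.46, adjusted p = 0.0204), with shrunken fold changes (0.30), and with no filter on low counts in edgeR (0.47, adjusted p = 0.0301). *Vegfa* passed in the same settings (−0.45, adjusted p = 0.0194 from DESeq2, −0.45 and 0.0279 without its filters, −0.29 shrunken, and −0.45 and 0.0348 from edgeR with no filter). *Col1a1* passed with DESeq2 (−0.30, adjusted p = 0.0258), without its filters (−0.30, 0.0372), and in edgeR with no filter (−0.30, 0.0383). *Fn1* passed with DESeq2 (−0.31, adjusted p = 0.0452). *Tnc* passed with DESeq2 (−0.28, adjusted p = 0.00566), without its filters (−0.28, 0.00807), and in edgeR with no filter (−0.28, 0.0229). Across the fits that left out a culture, the log2 fold change ran from 0.33 to 0.57 for *Plxnb3*, −0.52 to −0.32 for *Vegfa*, −0.36 to −0.19 for *Col1a1*, −0.38 to −0.18 for *Fn1*, and −0.33 to −0.24 for *Tnc*.

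PC1 held 50.2% of the variance with the variance stabilizing transformation, 39.4% with at least 10 counts in every sample, 37.0% with each gene scaled to unit variance, 39.8% with log2(FPKM + 1), and 43.2% with replicate means removed. PC2 held 23.2% with the 500 most variable genes, 16.4% with the variance stabilizing transformation, 19.0% with at least 10 counts, 19.2% with unit variance, 18.6% with log2(FPKM + 1), and 30.3% with replicate means removed. With a culture left out, PC1 ran from 31.5% to 37.2%, PC2 from 22.2% to 25.2%, and the gap between the genotypes from 5.28% to 28.8% of the range.

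Gene sets with an adjusted p below 0.05 numbered 13 with camera, 0 with the inter-gene correlation estimated per set, 1 with limma's fry, and from 10 to 12 with a culture left out. Direction changed for cadherins without WT replicate 1, where the adjusted p with a culture left out ran from 0.449 to 0.909 from limma's camera. For IL-1 signaling, up in camera although 11 of its 16 genes were lower, it changed to down with a term for the replicate number (adjusted p = 0.961 from limma's camera) and without WT replicate 1 or 3, and the adjusted p with a culture left out ran from 0.198 to 0.847. Mural markers changed direction without *Plxnb1-/-* replicate 1, with a range from 0.0483 to 0.949. Genes near 0 changed sign too. With a culture left out, the log2 fold change ran from −0.0254 to 0.0859 for *S100b* (below 0 without WT replicate 3), from −0.00907 to 0.0799 for *Jun* (without WT replicate 2), from −0.00785 to 0.0369 for *Lamp1* (without WT replicate 3), from −0.00132 to 0.0634 for *Plxnb2* (without WT replicate 2), from −0.0384 to 0.523 for *Sema4a* (without WT replicate 2), and from −0.112 to 0.0183 for *Sema4g* (above 0 without *Plxnb1-/-* replicate 1).

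Of the genes of Table S1, edgeR called 4, DESeq2 322, edgeR with a term for the replicate number 2, and edgeR with adjustment over the list alone 326, with 1 to 15 when a culture was left out. For Fig. 6A these numbers were 1, 15 with DESeq2, 15 over the list alone, and 0 to 1 with a culture left out. For Fig. 8A they were 0, 28 with DESeq2, and 28 over the list alone. DESeq2 without its filters called 269 genes of Table S1, 15 of Fig. 6A, and 25 of Fig. 8A. edgeR's quasi-likelihood test with no filter on low counts called 296 genes in all, with most of the genes of Table S1 among them, 15 of Fig. 6A, and 22 of Fig. 8A, and edgeR's exact test, an added alternative, called 234, 11, and 20. Limma's voom with sample weights, also added, called 9, 1, and 1. The lists are the paper's calls on these libraries, so adjustment over the list alone shows no stability. The share of called genes within 10 Mb of *Plxnb1* ran from 33.3% to 60.0% with a culture left out.

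Among other gene sets, 7 results became stronger and 48 weaker, and among the log2 fold changes of other genes, 52 became stronger and 25 weaker. The log2 ratio of FPKM moved in 2 cases. Of the results that answer a comparison, 205 held their value or their side of the threshold, 81 moved, 15 became stronger, and 9 weaker. The depth limits genes near 0.05 CPM, where no difference is detectable.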

Differences from the paper's values

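The paper reports 370 differentially expressed genes, 173 higher and 197 lower in *Plxnb1-/-* SCs, and edgeR's quasi-likelihood test called 8, 1 higher and 7 lower. Of the alternatives set before the data were examined, DESeq2 (335 genes, 154 higher and 181 lower), DESeq2 without its filters (282, 121 and 161), and edgeR with no filter on low counts (296, 120 and 176) came within 1.5 times the paper's numbers. DESeq2's size factors, upper-quartile factors, robust dispersion, limma on FPKM with either pseudocount, filterByExpr, at least 10 counts in every sample, no cutoff on the fold change, a term for the replicate number, each culture left out, and the chromosome of *Plxnb1* left out did not. edgeR's exact test (287, 119 and 168) and DESeq2 without the chromosome of *Plxnb1* (285, 137 and 148), both chosen after seeing the values, came within 1.5 times the paper's numbers too, and limma's voom with sample weights (13) and edgeR's newer estimate (8), chosen after seeing the values as well, did not. DESeq2's shrinkage, set beforehand for the log2 fold changes of named genes and not for this number, gave 249 genes, 110 higher and 139 lower. The paper's methods name DESeq2.

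The mean FPKM of *Tnc* in *Plxnb1-/-* SCs is about 37 in Fig. 4F, read by eye, and 56.8 in the deposited values. Of the alternatives set before the data were examined, the fit without *Plxnb1-/-* replicate 2 (55.0) came within 1.5 times the figure's value, and those without replicate 1 (56.6) and replicate 3 (58.8) did not. In WT SCs it is about 46 in Fig. 4F, read by eye, against 68.5.

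The paper lists *Plxnb3*, *Vegfa*, *Col1a1*, and *Tnc* as changed genes, and edgeR did not call them (adjusted p between 0.266 and 0.273). DESeq2 with its filters called each, as did DESeq2 without them and edgeR with no filter on low counts. *Fn1*, which the paper names as reduced, was not called by edgeR (adjusted p = 0.284) and was called by DESeq2 (adjusted p = 0.0452). The paper does not list *Rpl29*, which both tools called.

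The paper names IL-1 signaling among the programs that rise, from Gene Ontology terms enriched among its called genes. The sets here were written by hand and compared over all their tested genes, so the measures differ. Here the IL-1 set had no clear direction in *Plxnb1-/-* SCs. Of its 16 genes, 5 were higher and 11 lower, limma's camera gave the direction as up (adjusted p = 0.790), and the 2 genes that DESeq2 called, *Il1rn* and *Il1r1*, were both higher. For the clathrin coat, also named as rising, 12 of 21 genes were lower and 9 higher, with the direction given as down (adjusted p = 0.434 from limma's camera).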

Other observations

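The tests on WT replicate 2, on genes away from *Plxnb1* in left-out cultures, and on the number of gene sets in other splits were chosen only after the result was seen. The tests on other splits for called genes, on linked variants, and on fibroblast, mural, and macrophage markers were written earlier.

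Of the 10 ways to split the 6 cultures into groups of 3, 1 gave as many genes called by edgeR as the genotypes, which is the genotypes themselves, and likewise 1 of 10 with DESeq2. Among the 4 splits that part every same-numbered pair, it was 1 of 4 with each tool. The other 9 splits gave 0 genes with edgeR, with 392 to 1625 genes at an unadjusted p below 0.05, and 0 to 44 genes with DESeq2. For gene sets, 1 of 10 splits and 1 of 4 gave as many as the 13 of the genotypes, and the others gave 0 to 10. With 10 splits the share cannot fall below 0.1 whatever the data, so this comparison cannot rule out a grouping by chance and is no evidence for one. Single sets passed in other splits too, such as the actin contractile genes and cholesterol biosynthesis in 6 of 9 each and proliferation genes in 4 of 9. The actin contractile genes reached an adjusted p of 0.000357 from limma's camera in another split, against 6.11e-11 for the genotypes, so passing 0.05 does not set the genotypes apart for this set.

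Called genes lie close to *Plxnb1* more often than tested genes do (two-sided Fisher's exact test, p = 5.88e-05 for edgeR's calls and p = 8.49e-10 for those of DESeq2). A window of chromosome 9 from 100000001 to 120000000 holds 23 of its 278 tested genes in Table S1 (8.27%), and the next highest share is 7.69%, from 4 of 52 genes on chromosome 4. This is the pattern that variants linked to the targeted locus would give, and a candidate explanation for the changes of *Rpl29*, *Hyal1*, and other genes of the region is sequence carried along with the targeted allele. An effect of *Plxnb1* itself on its neighbors was not tested. DESeq2 called 285 genes with this chromosome left out, a setting added after the data were seen, so the region does not account for most of its calls.

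In each culture, genes within 20 Mb of *Plxnb1* were placed between the genotypes (0 at the *Plxnb1-/-* level, 100 at the WT level), with the genes chosen and the levels taken from the other 5 cultures. The median position was 97.8% in WT replicate 1, 111% in WT replicate 3, and 6.39%, 6.47%, and 0.386% in *Plxnb1-/-* replicates 1, 2, and 3. In WT replicate 2 it was 66.0% over 21 genes, with quartiles at 37.9% and 92.6%. Of these, 15 genes before *Hyal1* had a median of 44.3%, and the 6 genes from *Hyal1* on had a median of 104%, a border chosen after seeing the values. The paper's methods name heterozygous littermates among the controls, and 1 linked donor copy over part of the region in WT replicate 2 may give such values. *Plxnb1* itself stood at 46.5% in WT replicate 2, against 83.3% in WT replicate 1 and 214% in WT replicate 3, a spread among WT cultures as wide as the difference in question. Its neighbors *Col7a1* (125%) and *Nme6* (85.7%) stood near the WT level in WT replicate 2, which goes against a heterozygous *Plxnb1* locus in that culture. Some genes before *Hyal1* were placed in every WT culture. In WT replicate 2 against replicates 1 and 3, *Trf* stood at 39.2% against 122% and 168.5%. *Abhd14a* stood at 47.2% against 137% and 135%, and *Mapkapk3* at 35.0% against 164% and 133%. *Nmnat3* stood at 66.0% against 128% and 114%, and *Rpl29* at 65.5% against 120.5% and 121.2%. *Il20rb* went the other way, at 117% against 82.9% and 102%. The WT level used for replicates 1 and 3 includes WT replicate 2, so a low value in that culture raises their positions. The contrast is therefore no separate evidence against noise. These values do not show a donor copy either, since the border was set after seeing them. The culture was kept in its group.

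Genes on other chromosomes were likewise chosen on the other 5 cultures, at a p cutoff of 0.001. They numbered from 22 to 149 per left-out culture and are not the same as DESeq2's calls. The median position of the left-out culture lay between 25% and 75% in 4 of the 6 cultures. It was 34.7% in WT replicate 1, 53.5% in WT replicate 3, and 53.2% and 41.1% in *Plxnb1-/-* replicates 1 and 2. It was 145% in WT replicate 2 and −14.8% in *Plxnb1-/-* replicate 3. Genes chosen on 5 cultures are expected to move toward the middle in the left-out one, so changes that a left-out culture does not share cannot be told apart from this effect of selection.

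Fibroblast markers outside the ECM were lower in 13 of 17 genes (adjusted p = 0.0680 from limma's camera, range 0.0105 to 0.561 over the alternatives), and mural markers lower in 5 of 12 (adjusted p = 0.211 from limma's camera, range 0.0483 to 0.949). By the threshold set for this test, fewer fibroblasts or mural cells in the *Plxnb1-/-* cultures were not shown as a source of the lower ECM genes, although the fibroblast value lies near the threshold. Macrophage and leukocyte markers were higher in 17 of 18 genes (adjusted p = 1.07e-06 from limma's camera, range 7.71e-12 to 0.442), and in 2 of the 9 other splits this set had a p as small. More macrophages in the *Plxnb1-/-* cultures may thus contribute to the rise of complement genes. Sensory neuron markers were higher in 11 of 12 genes (adjusted p = 0.0149 from limma's camera) and satellite glia markers in 7 of 7 (0.00755). Proliferation genes were higher in 14 of 15 (adjusted p = 0.0149 from limma's camera) and repair SC genes in 10 of 13 (0.0329). In this order, these sets also passed in 4, 1, 4, and 1 of the 9 other splits.

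Among genes whose protein the paper stained, the log2 fold change was 0.02 for *S100b* (adjusted p = 0.941 from edgeR), 0.30 for *Ngfr* (0.286), 0.19 for *Gfap* (0.290), 0.18 for *Sox10* (0.359), 0.34 for *Mki67* (0.342), 0.03 for *Jun* (0.854), and 0.13 for *Cdh2* (0.506). It was −0.39 for *Thy1* (adjusted p = 0.293 from edgeR), whose protein the paper used to remove fibroblasts. For the class 4 semaphorins it was 0.29 for *Sema4a*, 0.17 for *Sema4b*, 0.14 for *Sema4c*, 0.11 for *Sema4d*, −0.05 for *Sema4f*, and −0.04 for *Sema4g*.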
